# Genome-wide transcriptomics of the amygdala reveals similar oligodendrocyte-related responses to acute and chronic alcohol drinking in female mice

**DOI:** 10.1038/s41398-022-02231-2

**Published:** 2022-11-12

**Authors:** Sharvari Narendra, Claudia Klengel, Bilal Hamzeh, Drasti Patel, Joy Otten, Roy Lardenoije, Emily L. Newman, Klaus A. Miczek, Torsten Klengel, Kerry J. Ressler, Junghyup Suh

**Keywords:** Molecular neuroscience, Addiction

## Abstract

Repeated excessive alcohol consumption is a risk factor for alcohol use disorder (AUD). Although AUD has been more common in men than women, women develop more severe behavioral and physical impairments. However, relatively few new therapeutics targeting development of AUD, particularly in women, have been validated. To gain a better understanding of molecular mechanisms underlying alcohol intake, we conducted a genome-wide RNA-sequencing analysis in female mice exposed to different modes (acute vs chronic) of ethanol drinking. We focused on transcriptional profiles in the amygdala including the central and basolateral subnuclei, brain areas previously implicated in alcohol drinking and seeking. Surprisingly, we found that both drinking modes triggered similar changes in gene expression and canonical pathways, including upregulation of ribosome-related/translational pathways and myelination pathways, and downregulation of chromatin binding and histone modification. In addition, analyses of hub genes and upstream regulatory pathways revealed that voluntary ethanol consumption affects epigenetic changes via histone deacetylation pathways, oligodendrocyte and myelin function, and the oligodendrocyte-related transcription factor, *Sox17*. Furthermore, a viral vector-assisted knockdown of Sox17 gene expression in the amygdala prevented a gradual increase in alcohol consumption during repeated accesses. Overall, these results suggest that the expression of oligodendrocyte-related genes in the amygdala is sensitive to voluntary alcohol drinking in female mice. These findings suggest potential molecular targets for future therapeutic approaches to prevent the development of AUD, due to repeated excessive alcohol consumption, particularly in women.

## Introduction

Alcohol use disorder (AUD) is a chronic relapsing brain disorder and a major public health concern in the United States, where the lifetime prevalence of AUD among adults is nearly 30% [1]. Notably, although AUD has been more common in men than women, women show a faster transition to dependence and suffer severe behavioral and physical impairments [2, 3]. Despite the disorder’s prevalence and severity, our understanding of the molecular and behavioral mechanisms that drive alcohol abuse, specifically from a gender perspective, is fragmented and there are few effective treatments for alcohol abuse. One of the hallmarks of AUD is a gradual increase in alcohol consumption over time [4]. This increase in alcohol intake is thought to result from neurobiological adaptation induced by repeated episodes of alcohol drinking [5]. Moreover, prolonged heavy alcohol exposure appears to cause progressive dysfunction in multiple brain areas, most notably changes in neuronal plasticity in the brain’s reward and stress systems, such as in the amygdala [6].

The amygdala is comprised of multiple interconnected nuclei nested deep in the temporal lobe in humans, and its structures and functions are well-conserved across species. It has been associated with both emotion and motivation, playing an essential role in processing aversive and appetitive valence [7–9]. Previous neuroimaging studies demonstrated that alcohol cues trigger amygdala activation which correlates with craving for alcohol in humans with AUD [10, 11]. In animal models, chronic alcohol exposure alters neuronal transmission in the central nucleus of the amygdala (CeA), and the neural activity of the CeA during alcohol withdrawal is associated with levels of alcohol drinking in alcohol-dependent rats [12, 13]. Furthermore, the activation of the basolateral amygdala (BLA) and its projections to the nucleus accumbens is necessary for cue-induced alcohol seeking behaviors [14].

As alcohol has broad systemic and molecular targets, identifying and characterizing transcriptional responses to alcohol in a brain region-specific manner is vital to our understanding of the molecular mechanisms underlying alcohol-related behaviors and AUD development and susceptibility [15–18]. Several studies have applied genomics to examine alcohol-induced transcriptional effects using chronic models of voluntary ethanol consumption and forced exposure through ethanol vapor in rodents [19–23]. The results from these studies included molecular targets, such as alterations in neuronal function and signal transduction, indicating that chronic ethanol exposure and withdrawal have prominent actions on gene expression in multiple brain areas including the prefrontal cortex. However, these prior studies using microarrays with pre-determined numbers of genes and forced alcohol exposure have not directly addressed the genome-wide transcriptional responses to repeated voluntary alcohol drinking that leads to the escalation of alcohol intake over time. Furthermore, these studies primarily examined male animals, resulting in an incomplete understanding of the molecular and behavioral mechanisms that drive higher alcohol intake in females. In addition, few studies investigated gene networks in the amygdala that are targeted by voluntary alcohol drinking, where molecular processes may underlie the development and maintenance of alcohol-drinking and seeking behaviors [24, 25].

To gain a better insight into gene expression alterations impacted by acute and chronic/repeated voluntary oral ethanol consumption, we subjected C57Bl/6J (B6) mice, an inbred strain that shows high alcohol consumption and preference. Specifically, we used B6 females that are known to self-administer higher amounts of alcohol than males under most conditions in order to parallel the findings from the current study with the existing literature with male mice but to differentially address alcohol-drinking driven transcriptional changes [26, 27]. We employed a 2-bottle choice ethanol drinking procedure, in which either a single bout or chronic intermittent access that has been shown to escalate ethanol intake over weeks in mice [27]. We then explored transcriptional changes in the amygdala that may underly a progressive increase in ethanol intake. We found that acute and chronic ethanol drinking induced similar network-level changes in gene expression, suggesting that a single episode of ethanol consumption substantially alters amygdala transcriptomes that may be long-lasting. Furthermore, we identified expression networks that correlated with the level of ethanol consumption and ethanol preference, suggesting mechanistic relationships between amygdala gene expression and behavioral readout. Our analyses also revealed that some of the most strongly correlated genes, including Sox17, are associated with myelination and oligodendrocyte differentiation. In addition, we used a viral vector-assisted knockdown of Sox17 gene expression in the amygdala and confirmed that Sox17 is involved in escalating alcohol intake over time. Together, our findings provide systems-level evidence of the relationships between voluntary alcohol drinking and oligodendrocyte-related gene networks within the amygdala.

## Materials and methods

For more detail, see *Supplemental Material: Supplementary Methods*.

### Animals

Two separate batches (*N* = 12 for the first and *N* = 18 for the second batches) of adult female C57BL/6J mice at 7 weeks of age were purchased from Jackson Laboratories (Bar Harbor, ME) and kept under standard conditions with 12:12 h light/dark cycle (lights on: 07:00). Animals were group housed upon arrival and acclimated for 1–2 weeks. Then, mice were individually housed and allowed access to tap water and free (*ad libitum*) access to standard laboratory chow during the entire experimental period. All experiments were approved by and carried out in accordance with the Institutional Animal Care and Use Committee at McLean Hospital. All experimental and animal care procedures met the guidelines outlined in the NIH Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize distress and the number of animals used.

### Alcohol drinking procedures

Twenty percent of ethanol solution (v/v) was prepared in tap water from 95% ethyl alcohol (Pharmaco-AAPER, Brookfield, CT). Mice were changed to individual housing at least 24 h before the presentation of two 50-ml plastic centrifuge tubes of water on the metal wire cage lid for 2 days for acclimation to drinking from no. 6 rubber stoppers containing stainless steel ball-bearing sippers (Ancare, Bellmore, NY). Centrifuge tubes were securely held through the metal wire cage lid and presented to mice 2 h before the dark cycle and weighed to the nearest hundredth of a gram, 24 h after the fluids were given, and the left/right position of the tubes were alternated before each ethanol drinking session to avoid side preferences. To control for spillage and evaporation, daily “drip” averages (loss of fluid in two cages with no animal present) were subtracted from individual fluid intakes. Mice were also weighed weekly to the nearest tenth of a gram to calculate the grams of ethanol intake per kilogram of body weight. Preference for ethanol was calculated for ethanol solution compared with water, with formula being volume of ethanol intake (ml) divided by total volume fluid intake (ml). Mice from each cohort were assigned to three drinking groups. Mice in the acute drinking group (Acute Drinking) were given two centrifuge tubes of water for 27 days, then a tube with 20% ethanol and a tube with water on Day 28. The chronic intermittent access drinking group (Chronic Drinking) of mice received free-choice 24 h access to 20% ethanol and water on every-other-day (EOD) basis for 4 weeks (28 days). Mice in the water drinking group (Water Drinking) received the same schedule of total fluid access but consumed only water from two tubes (Fig. 1A).

**Fig. 1:**
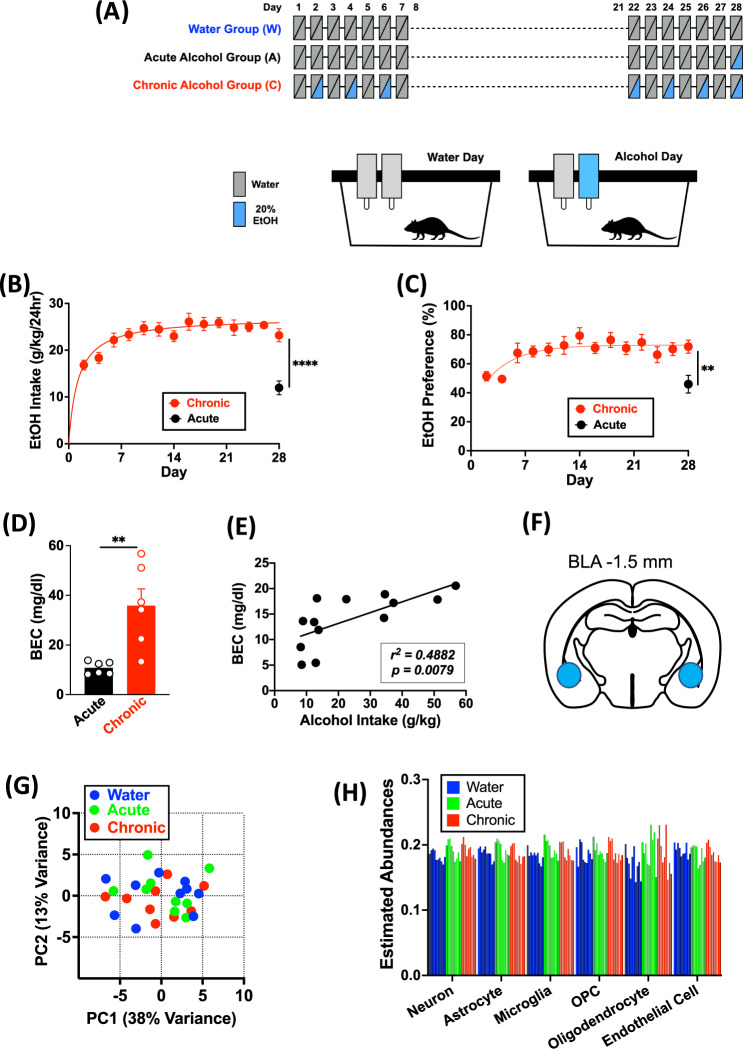
Experimental design, fluid consumption levels, and initial assessment of sequencing results. **A** Experimental design and timeline. **B** Ethanol intake over 24 h on water/20% EtOH drinking days. **C** EtOH preference ratios. **D** BEC measured in Acute and Chronic Drinking groups of 2nd cohort of mice on Day 28. **E** Correlation of BEC to the amount of ethanol consumed by mice in Acute and Chronic Drinking groups on Day 28. Data are mean ± SEM. **p < 0.01 and ****p < 0.0001 difference between groups. **F** Diagram for amygdala tissue collection. **G** PCA plot showing no separation on alcohol drinking condition over the first two principal components. **H** Bar graphs showing the estimated cell type abundance for seven relevant cell types as determined by cell type deconvolution analysis. Each bar represents a single sample.

### Tissue collection

After completion of the experiments on day 29, 2 h into the light cycle, mice were sacrificed by decapitation following deep anesthetization with isoflurane. In order to minimize gene expression alterations induced by alcohol withdrawal and isoflurane exposure, mice in Acute and Chronic groups were kept in their home cages with two tubes (alcohol and water), and then transferred to an isoflurane chamber where they were anesthetized for less than 2 min. Trunk blood was collected in EDTA tubes to measure blood ethanol concentration (BEC), and vaginal smear was collected on non-coated glass microscope slides to determine the stage of the estrous cycle. Brains were rapidly removed from the skull, and placed on dry ice, and stored at −80 °C until further processing. Fresh frozen brains were sectioned at a thickness of 300 μm, then micropunches (1 mm in diameter and 1 mm in thickness) were aimed to include the following coordinates: ML ±3.2, AP −1.5, DV −5.0 mm, and bilaterally collected from the entire amygdala including basolateral amygdala (BLA) and central amygdala (CeA) based on established anatomical coordinates from the mouse brain atlas [28]. All the samples were placed in microcentrifuge tubes (1.5 ml), kept frozen in dry ice, and stored at −80 °C until RNA isolation. BEC was determined using the Analox Analyzer (Analox Instruments Inc., Lunenburg, MA) from blood samples (30 μl). Due to the lack of clear plasma separation after centrifugation, BEC measurement from the first cohort was not carried out. The vaginal cytology was carried out using crystal violet staining [29].

### RNA extraction and sequencing

Total RNA was isolated and purified using the Absolutely RNA Miniprep Kit (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s protocol. The quality and concentration of the extracted RNA were evaluated using a NanoDrop 8000 spectrophotometer (ThermoFisher Scientific, Waltham, MA). As one mouse from each cohort was removed due to a technical error, 11 samples from the first cohort (4 from Water, 4 from Acute and 3 from Chronic Drinking groups) and 17 samples from the second cohort (6 from Water, 5 from Acute and 6 from Chronic Drinking groups) were sent to BGI (Hong Kong, China) for sequencing. Library construction and whole genome sequencing were conducted on the BGISEQ-500 platform using the DNBseq short-read 100 bp paired-end reads with the sequencing depth of 50 million. On average, 46–52 million raw reads per sample were achieved.

### Bioinformatics analyses

We performed multiple bioinformatic analyses including differential expression analysis, pathway enrichment analysis, GWAS Catalog, and DisGeNET comparison, and identification of hub genes and regulatory transcription factors. Detailed analyses are provided in Supplementary Methods.

### Quantitative PCR (qPCR)

RNA samples were reverse transcribed into cDNA using superscript IV kit (ThermoFisher Scientific, Waltham, MA) using random hexamer primers. Complementary DNA was amplified on a ViiA7 Real-Time PCR system (ThermoFisher Scientific, Waltham, MA) with POWRUP SYBR Green Master Mix (ThermoFisher Scientific, Waltham, MA). Primers for genes of interest and the housekeeping gene *Actb* are described in Supplementary Table 1. Specificity of the qPCR reaction was confirmed with melt curve analysis to ensure that only the expected PCR product was amplified. Duplicates were run for each reaction, and Ct values were normalized using the established delta-delta Ct method (2−∆∆Ct) and then normalized to *Actb* Cts.

### Viral-mediated gene transfer

Lentivirus encoding Sox17-shRNA was purchased (Santa Cruz Biotechnology) and bilaterally microinjected into the amygdala of B6 female mice that were subsequently subjected to the EOD drinking paradigm. Detailed surgical procedures are provided in Supplementary Methods.

### Statistical analysis

Data were analyzed using R (version. 4.0.0) or GraphPad Prism (version 9.1, GraphPad Software, San Diego, CA). The level of significance was set at *p* < 0.05, and results are presented as mean plus or minus standard error of the mean (*M* ± SEM). For the drinking data, ethanol intake (g/kg), volume (ml) of water and ethanol consumed, total fluid intake (ml), ethanol preference (%), and body weight (g) were analyzed with multiple two-way analyses of variance (ANOVAs), followed by Bonferroni post hoc analysis when significant group effects were found (*p* < 0.05). BEC (mg/dl) and single daily ethanol intake (g/kg) on day 29 between Acute and Chronic Drinking groups were analyzed with one-way ANOVA. Differences in cell type proportions were assessed with 2 sample t-test.

## Results

### 2-bottle choice EOD drinking

We employed a well-established 2-bottle choice every-other-day (EOD) drinking paradigm [27] and divided two independent batches of mice into 3 drinking groups (Water, Acute, and Chronic) (Fig. 1A). Ethanol intake of the first batch was slightly higher than that of the second batch in both Acute and Chronic Drinking groups but the small difference was not statistically significant (*p* = 0.7313, Supplementary Fig. 1A). Consistent with previous behavioral studies [27, 30], mice in the Chronic Drinking group increased ethanol intake across the first 2-week period, subsequently maintaining a stable level (a daily average of 25.14 ± 0.50 g/kg in weeks 3–4). On day 28, mean ethanol intake was 23.19 ± 1.62 g/kg for the Chronic Drinking group, which was significantly higher (*p* < 0.0001) than that of the Acute Drinking group (11.96 ± 2.36 g/kg) (Fig. 1B). As expected, there were no differences in a daily average of total liquid consumption across 4 weeks between the groups (Water, 4.80 ± 0.41 ml; Acute, 4.57 ± 0.41 ml; Chronic, 4.45 ± 0.38 ml) (Supplementary Fig. 1B). Consequently, 24 h preference values revealed that mice in the Chronic Drinking group showed increased preference as early as after 1 week of intermittent drinking, which was sustained at an average 72.60% in weeks 3–4. In contrast, mice in the Acute Drinking group displayed 45.98% preference on the first and only day of alcohol access, Day 28 (Fig. 1C). During 4 weeks of the drinking period, body weight (g) did not show any significant group differences on day 1 (Water, 19.60 ± 0.51; Acute, 19.63 ± 0.36; Chronic, 19.71 ± 0.32) and day 29 (Water, 20.83 ± 0.47; Acute, 20.54 ± 0.23; Chronic, 20.81 ± 0.41). On the final day of the study, BECs of Chronic Drinking group were significantly higher than those of Acute Drinking group, as BECs positively correlated with ethanol intake levels (Fig. 1D, E). In addition, all the mice in each drinking group were in either proestrus or estrus phase of the estrous cycle (6 proestrus and 4 estrus in Water; 6 proestrus and 3 estrus in Acute; 6 proestrus and 3 estrus in Chronic Drinking group). There was no difference in alcohol consumption on Day 28 among mice in different phases of the estrous cycle in Acute and Chronic Drinking groups (Acute, proestrus vs estrus, *p* = 0.9574; Chronic, proestrus vs estrus, *p* = 0.9964), which is consistent with previous findings that alcohol intake is not affected by estrous cycle phase in female rodents [31, 32]. These data demonstrate that our protocol succeeded in achieving standard levels of both acute and chronic drinking behaviors for subsequent transcriptional profiling of amygdala function.

### RNA-seq analysis

Since both acute and chronic alcohol consumption can lead to gene expression alterations and cellular adaptations, RNA sequencing (RNA-seq) analysis was used to determine genome-wide transcriptomic profiles. 

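RNA from amygdala micropunches of 28 female C57BL/6J mice was sequenced as paired-end reads in 2 batches. The first batch held 4 Water, 4 Acute and 3 Chronic mice, and the second held 6 Water, 5 Acute and 6 Chronic mice. Over a drinking period of 28 days, 20% ethanol was offered on 14 days to the Chronic Drinking group and on 1 day to the Acute Drinking group, and tissue was collected on day 29. The authors quantified the reads with Salmon against a GRCm38 transcriptome, summarized them by gene with tximport, and deposited the counts per gene and mouse as whole numbers, in a table for each batch, before batch adjustment and without normalization. Total counts ranged from 20004380 to 22474159 in the 10 Water mice (median 20184479.5), from 20117248 to 22548961 in the 9 Acute mice (median 20361343) and from 20135215 to 22569562 in the 9 Chronic mice (median 20864334). The values given for these mice rest on these counts; the paper's own 46 M to 52 M are raw reads per sample. Library sizes were normalized by edgeR's TMM method, and groups were compared over all 28 mice with edgeR's quasi-likelihood test, with batch as a covariate. Its p-values are 2-sided and were adjusted over all genes tested by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called. Exact p-values come from permuting the group labels within the batches over every regrouping of the mice, 32340 for a comparison with Water and 16170 for Chronic against Acute, on log2 CPM with batch means removed. These tests are 2-sided, and 3.09e-05 is the smallest p that a comparison with Water allows. A mouse is counted as higher or lower by its log2 CPM against the Water mean on the same scale. Counts of single genes are TMM-normalized and given as mean ± SD.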

Given the important roles of the CeA and BLA in alcohol-related synaptic changes and behaviors, we collected micropunches containing these subnuclei from the three drinking groups (Fig. 1F). We detected *n* = 49,477 transcripts in our experiment. 

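The tables list genes by Ensembl identifier with a version number, and 49477 identifiers are in both once the version is dropped, while 574 are listed for the first batch alone and 1596 for the second. No count above 0 was found in any mouse for 16010 of the shared genes, which leaves 33467 with at least 1 count in at least 1 mouse. Genes listed for a single batch hold 0.158% of the first batch's counts and 2.05% of the second batch's. Of the 1232 protein-coding genes that the GENCODE annotation places on chromosomes 18 and 19, 344 (27.9%) are listed in the second batch's table alone and were not compared across batches.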

Filtering of low expression genes (<10 reads) results in the exclusion of *n* = 33,217 transcripts. 

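A mean of at least 10 counts over the 28 mice was reached by 16266 of the genes shared by both tables, which hold 99.89% of the counts of the shared genes, and 33211 genes fell below it. A minimum mean of 100 counts left 11723 genes.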

Since we collected RNA samples from two independent batches of mice, we first used principal component analysis (PCA) of remaining *n* = 16,260 genes as input to determine the overall structure of the expression dataset between batches. The results revealed 89% of total variance and segregated clustering by batch (Supplementary Fig. 2A). 

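On the variance-stabilized counts of all filtered genes, before batch adjustment, the first principal component held 59.9% of the variance and the second 8.67%, together 68.5%. Batch accounted for 98.2% of the variance of the first component. Neither component separated the drinking groups (permutation of the labels within batches, 100000 resamples, p = 0.80 for the first and 0.643 for the second). Restricting the genes to the 500 most variable, the default of DESeq2's plot, moved the share of the first 2 components most, to 87.7%.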

We next investigated whether transcriptional effects were consistent between these two batches and found that expression changes for the top 100 genes from Acute Drinking group in batch 1 showed significant positive correlation with the same genes from Acute Drinking group in batch 2. Conversely, we also observed significant positive correlation when comparing changes for the top 100 genes in batch 2 with the corresponding genes in batch 1 (Supplementary Fig. 2B). Similarly, significant positive correlation was also seen between batch 1 and batch 2 in Chronic Drinking group (Supplementary Fig. 2C). 

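Acute Drinking effects were compared between the batches as differences of group means of log2 CPM, over 100 genes with the smallest p in the batch that selected them. For genes selected in the first batch, Pearson's r between the batches was 0.191 and Spearman's rho 0.263, and 65% of the genes changed in the same direction. An exact one-sided permutation test, which regroups the mice of the batch that did not select the genes, gave p = 0.255 over 462 regroupings, with r up to 0.565. For genes selected in the second batch, r was 0.506 and rho 0.478, with 71% in the same direction and an exact p of 0.0429 over 70 regroupings. With the 100 genes selected again without Water mouse 4, r was -0.252. Both correlations are across genes, which are not independent replicates.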

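The same comparison in Chronic mice gave an r of 0.019 and a rho of 0.139 over the 100 genes selected in the first batch, 54% of which changed in the same direction (exact one-sided permutation p = 0.479, 924 regroupings). Over the 100 genes selected in the second batch, r was -0.352 and rho 0.269, and 62% of the genes changed in the same direction (exact p = 0.714, 35 regroupings). With the 100 genes of the second batch selected again without Water mouse 2, r was 0.527. Selecting again in the first batch without Chronic mouse 39 gave an r of -0.478.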

The results indicate that an overall alcohol drinking-induced effect on these genes is coherent in both batches.

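Of the 4 correlations between the batches, 1 had an exact p under 0.05, that of Acute genes selected in the second batch. Adjusted over the 4 correlations, the p-values were 0.51 and 0.172 for Acute mice and 0.639 and 0.714 for Chronic mice. The alternative that moved them most used the top 50 genes, which gave an r of 0.631 in place of the negative value for Chronic genes selected in the second batch (exact p = 0.0571).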

To adjust for the batch effects and to increase statistical power, we next used Combat-seq in R [33], a recent extension of the original ComBat adjustment framework [34] (Supplementary Fig. 2A). 

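After ComBat-seq with the drinking group given, the first 2 components held 21.7% and 11.6% of the variance, 33.3% in all, and batch accounted for 0.513% of the variance of the first. The drinking groups did not differ on either (permutation p = 0.762 and 0.698). With the 500 most variable genes, the share of both components was 44.4%, the largest of the alternatives tried.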

We confirmed no outliers isolated by experimental conditions along first two principal components with 51% of the total variance (Fig. 1G and Supplementary 2D). Furthermore, since differences in cell type proportions can be a major source of variation in gene expression profiles, we used a computational cell type deconvolution tool, BRETIGEA [35] to estimate the abundances of six relevant cell types, including neurons, astrocytes, microglia, oligodendrocyte precursor cells (OPC), oligodendrocytes, and endothelial cells. 

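Abundances of 6 cell types were compared as marker scores, each the mean log2 CPM of 10 marker genes (15 for oligodendrocytes) with batch means removed. This is another method than BRETIGEA, which was not run. Between Acute and Water mice, the score differed by 0.0302 for neurons (exact permutation p = 0.226), 0.0163 for astrocytes, 0.0164 for microglia, 0.0105 for OPC, 0.0965 for oligodendrocytes (exact p = 0.434) and 0.0218 for endothelial cells. Between Chronic and Water mice, the differences were 0.0207 (exact p = 0.28), 0.0128, -0.020, 0.0038, 0.0548 (exact p = 0.585) and -0.00719. Oligodendrocyte scores varied most between mice, with an SD of 0.216. Over the 6 cell types and 3 comparisons, 0 differences had an unadjusted p under 0.05, and every adjusted p was 0.988.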

There were no significant differences among Drinking groups (*p* = 0.1006, Water vs Acute; *p* = 0.1528, Water vs Chronic; *p* = 0.2116, Acute vs Chronic) (Fig. 1H). Moreover, to confirm no differences in cell type proportions, we also used a different computational deconvolution tool, CIBERSORT, based on mouse cell type-specific markers from a previous study [36] (*p* > 0.9999, Water vs Acute; *p* > 0.9999, Water vs Chronic; *p* > 0.9999, Acute vs Chronic) (Supplementary Fig. 3A). 

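The number of cell type scores with an adjusted p under 0.05 stayed at 0 when a score was taken as the first principal component of its genes, when its genes were limited to those with a mean of at least 100 counts, when library sizes were scaled by DESeq2's size factors and with each mouse left out in turn.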

Notably, both digital deconvolution methods revealed similar or larger contributions of oligodendrocytes and OPC to cell type abundance, which, we speculated, may be due to reference data sets that we used to run the methods. Nonetheless, these findings suggest that most of the observed variation in gene expression can be attributed to alcohol consumption rather than other confounding factors.

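Besides cell types, 5 marker lists for dissection and 1 for recent neuronal activity were scored in the same way, and 0 of their 18 comparisons passed the threshold after adjustment. A list of 6 central amygdala genes was higher in Acute than in Water mice by 0.24 (exact permutation p = 0.0281, adjusted p = 0.404), and 8 striatal genes were lower in Chronic than in Acute mice, with a difference of -0.39 (exact p = 0.0448, adjusted p = 0.404). Against Water mice, the striatal score differed by 0.18 (exact p = 0.545) in Acute and -0.26 (p = 0.405) in Chronic mice. Pallial excitatory neuron genes differed by -0.15 (p = 0.269) and -0.058 (p = 0.638), choroid plexus and ependymal genes by -0.21 (p = 0.725) and -0.18 (p = 0.773), thalamic genes by 0.10 (p = 0.156) and 0.12 (p = 0.0699), immediate early genes by 0.12 (p = 0.203) and 0.042 (p = 0.636), and central amygdala genes in Chronic mice by 0.097 (p = 0.385), all from the exact test. The choroid plexus and ependymal score had the largest spread between mice, an SD of 1.38. Library totals differed between the groups of the second batch, with a median of 20088116 in Water, 20241016 in Acute and 20811093 in Chronic mice (exact p = 0.0238 for Acute and 0.00649 for Chronic against Water), and not detectably in the first (exact p = 0.229 and 0.171).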

To identify genes exhibiting significantly altered expression due to alcohol drinking, we next calculated the expression level of each transcript based on the number of transcripts per million reads. Using the DESeq2 package with default parameters, we identified 1300 and 1384 differentially expressed genes between Acute and Water Drinking groups and between Chronic and Water Drinking groups, respectively. 

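At an unadjusted p under 0.05, edgeR found 1549 genes between Acute and Water mice, 825 higher and 724 lower, and 1702 between Chronic and Water mice, 783 higher and 919 lower. Without the filter on mean count, 2525 and 2571 genes passed. The first batch alone gave 1172 Acute and 572 Chronic genes, and the second batch alone 814 and 2176. With offsets that remove each mouse's trend on gene GC content and length, 1142 and 983 genes passed.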

Then, we used the more stringent false discovery rate (FDR)-adjusted *p*-value cutoff of 0.05 to trim potential false positive results. 

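After adjustment over the 16266 genes, 0 genes were called between Acute and Water mice, with a lowest adjusted p of 0.136, beside the 1549 at an unadjusted p under 0.05. Between Chronic and Water mice 3 genes were called, *Klf2* and *Haghl* upregulated and *Kdm3a* downregulated. Among the alternatives fixed in advance, the counts moved most on the route of the authors' methods, in which ComBat-seq adjusts the counts of all shared genes and DESeq2 then tests the filtered genes without a batch term. On it, 30 Acute genes (24 upregulated, 6 downregulated) and 88 Chronic genes (32 upregulated, 56 downregulated) were called. DESeq2 on the unadjusted counts with batch as a covariate called 9 and 38 genes. All 30 and 88 genes of the first route had an unadjusted p under 0.05 in edgeR, with adjusted p-values from 0.136 to 0.348 in Acute and from 0.00666 to 0.241 in Chronic mice.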

We further identified 29 (Acute vs. Water, upregulated: 23 and downregulated: 6) and 97 (Chronic vs. Water, upregulated: 36 and downregulated: 61) differentially expressed genes (Table 1 and Supplementary Fig. 3B). These results provide evidence for robustly and significantly differentially expressed genes in the amygdala as a result of acute or chronic ethanol voluntary drinking.

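*Klf2* (ENSMUSG00000055148), which encodes a Krüppel-like transcription factor, lies on chromosome 8 of GRCm38 from 72319033 to 72321656. Its count was 163 ± 15.9 (n = 9) in Chronic mice and 112 ± 11.4 (n = 10) in Water mice, a log2 fold change of 0.54 (standard error 0.065, edgeR adjusted p = 6.51e-05, higher in 9 of 9 mice, exact permutation p at the smallest possible value). In Acute mice it was 139.7 ± 12.2 (n = 9), a log2 fold change of 0.33 (standard error 0.066, edgeR adjusted p = 0.136, higher in 9 of 9 mice). *Kdm3a* (ENSMUSG00000053470), a histone demethylase gene on chromosome 6 from 71588972 to 71632990, had 694 ± 43.9 counts in Chronic and 814 ± 35.0 in Water mice, a log2 fold change of -0.23 (standard error 0.036, edgeR adjusted p = 0.00666, lower in 9 of 9 mice). Its log2 fold change was -0.16 in Acute mice (731 ± 41.6 counts, edgeR adjusted p = 0.194). *Haghl* (ENSMUSG00000061046), on chromosome 17 from 25779843 to 25785673, overlaps another gene on the opposite strand. It had 1049 ± 88.3 counts in Chronic and 901 ± 93.6 in Water mice, a log2 fold change of 0.21 (standard error 0.036, edgeR adjusted p = 0.0187, higher in 9 of 9 mice). Within the batches the Chronic log2 fold changes were 0.51 and 0.55 for *Klf2*, -0.14 and -0.28 for *Kdm3a*, and 0.20 and 0.21 for *Haghl*. Across fits that each left out 1 mouse, the adjusted p stayed between 4.25e-05 and 0.000279 for *Klf2* and between 0.000866 and 0.0247 for *Kdm3a*, while *Haghl* lost its call in 8 of the 28 fits, with an adjusted p up to 0.0708. Once trends on GC content and length were removed, *Klf2* was called (log2 fold change 0.47, adjusted p = 0.00265) and *Kdm3a* and *Haghl* were not (adjusted p = 0.0817 and 0.097). The paper draws on all its differentially expressed genes, for which it cites Table 1 and Supplementary Fig. 3B. It states that there is evidence for genes whose expression in the amygdala differs robustly and significantly after acute or chronic voluntary drinking.

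**Figure D1:**
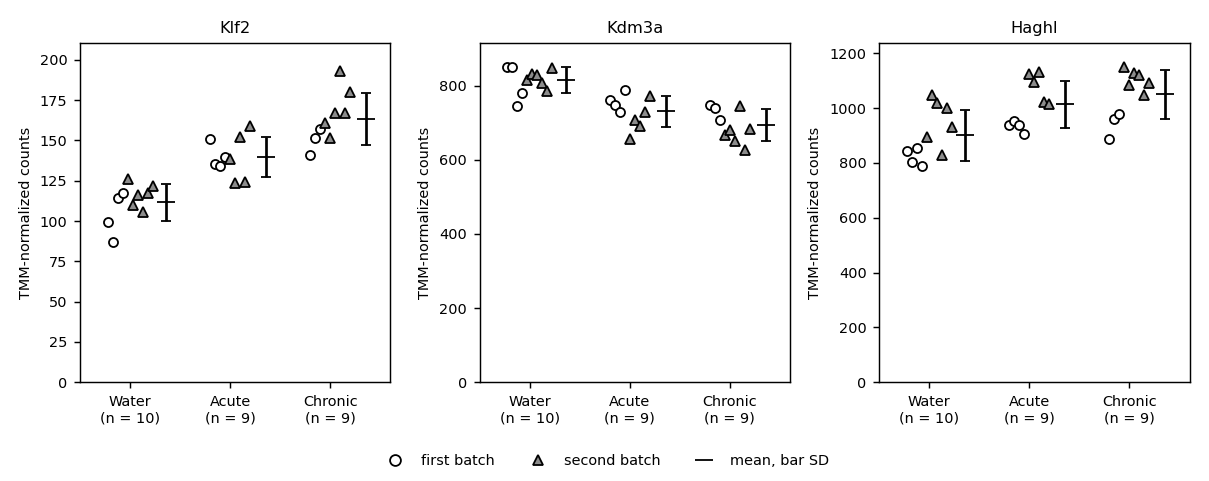
TMM-normalized counts of *Klf2*, *Kdm3a* and *Haghl* (y axis, from 0) in each Water (n = 10), Acute (n = 9) and Chronic (n = 9) mouse, with circles for the first batch, triangles for the second, and the mean with an SD bar beside each group. Mean *Klf2* counts rise from 112 in Water to 163 in Chronic mice, and mean *Kdm3a* counts fall from 814 to 694.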

**Table 1:** Top 30 differentially expressed genes (DEGs) in the Acute and Chronic Drinking groups.

Drinking condition	Gene symbol	Gene name	Fold change (log2)	*p* val	adj. *p* val
Acute	*4933427D14Rik*	Hypothetical protein LOC9851	−0.487	5.08E−08	0.001
	*Haghl*	Hydroxyacylglutathione Hydrolase-Like Protein	0.178	1.81E−07	0.001
	*Klf2*	Kruppel Like Factor 2	0.330	5.52E−06	0.016
	*Kat6a*	Lysine Acetyltransferase 6A	−0.152	6.87E−06	0.016
	*Btbd6*	BTB Domain Containing Protein 6	0.150	7.82E−06	0.016
	*Lrrc24*	Leucine Rich Repeat Containing Protein 24	0.188	8.48E−06	0.016
	*Mt1*	Matrix Metallopeptidase 14	0.208	8.76E−06	0.016
	*Kdm3a*	Lysine Demethylase 3A	−0.167	1.45E−05	0.022
	*Faap20*	Fanconi Anemia Core Complex Associated Protein 20	0.217	1.85E−05	0.022
	*Celf1*	CUGBP Elav-Like Family Member 1	−0.117	1.86E−05	0.022
	*Zwint*	ZW10 Interacting Kinetochore Protein	0.108	1.88E−05	0.022
	*Nts*	Neurotensin	0.548	2.20E−05	0.023
	*Kansl1*	KAT8 Regulatory NSL Complex Subunit 1	−0.104	2.96E−05	0.029
	*Cltb*	Clathrin Light Chain B	0.131	3.88E−05	0.035
	*Dusp26*	Dual Specificity Phosphatase 26	0.152	4.32E−05	0.036
	*Nfkbia*	NF-Kappa-B Inhibitor Alpha	0.253	4.45E−05	0.036
	*Srxn1*	Sulfiredoxin 1	0.141	5.31E−05	0.039
	*Btg2*	GF-Inducible Anti-Proliferative Protein PC3	0.425	5.42E−05	0.039
	*Rpl29*	Ribosomal Protein L29	0.138	6.26E−05	0.041
	*Diras1*	DIRAS Family GTPase 1	0.136	6.38E−05	0.041
	*Chga*	Chromogranin A	0.162	8.70E−05	0.046
	*Flywch2*	FLYWCH Family Member 2	0.411	8.95E−05	0.046
	*Pcsk1n*	Proprotein Convertase Subtilisin/Kexin Type 1 Inhibitor	0.144	8.98E−05	0.046
	*Lars2*	Leucyl-TRNA Synthetase 2, Mitochondrial	0.283	9.00E−05	0.046
	*Ndufa10*	NADH:Ubiquinone Oxidoreductase Subunit A1	0.098	1.03E−04	0.049
	*Vstm5*	V-Set And Transmembrane Domain-Containing Protein 5	0.241	1.06E−04	0.049
	*Ppp1r3f*	Protein Phosphatase 1 Regulatory Subunit 3F	0.169	1.07E−04	0.049
	*Slc39a11*	Solute Carrier Family 39 Member 11	0.183	1.12E−04	0.049
	*Xkr4*	XK Related 4	−0.380	1.15E−04	0.049
	*Dok5*	Docking Protein 5	0.189	1.25E−04	0.052
Chronic	*Kdm3a*	Lysine Demethylase 3A	−0.235	1.24E−09	0.000
	*Haghl*	Hydroxyacylglutathione Hydrolase-Like Protein	0.206	1.33E−09	0.000
	*Diras1*	DIRAS Family GTPase 1	0.172	3.92E−07	0.001
	*Lrrc24*	Leucine Rich Repeat Containing Protein 24	0.213	4.05E−07	0.001
	*Pcsk1n*	Proprotein Convertase Subtilisin/Kexin Type 1 Inhibitor	0.176	1.50E−06	0.003
	*Itpk1*	Inositol-Tetrakisphosphate 1-Kinase	0.205	4.71E−06	0.007
	*Cltb*	Clathrin Light Chain B	0.141	8.83E−06	0.009
	*Eml2*	Echinoderm MT-Associated Protein (EMAP)-Like Protein 2	0.191	9.57E−06	0.009
	*Kat6a*	Lysine Acetyltransferase 6A	−0.149	1.00E−05	0.009
	*Doc2a*	Double C2 Domain Alph	0.176	1.11E−05	0.009
	*Arhgap29*	Rho GTPase Activating Protein 29	−0.228	1.16E−05	0.009
	*Larp4*	La Ribonucleoprotein 4	−0.147	1.72E−05	0.012
	*Ubxn2b*	UBX Domain Protein 2B	−0.168	1.82E−05	0.012
	*Inafm1*	InaF Motif Containing 1	0.200	2.00E−05	0.012
	*Sp4*	Sp4 Transcription Factor	−0.172	3.49E−05	0.019
	*Mt1*	Matrix Metallopeptidase 14	0.194	3.56E−05	0.019
	*Arhgap20*	Rho GTPase Activating Protein 20	−0.210	3.92E−05	0.019
	*Ankrd13d*	Ankyrin Repeat Domain 13D	0.126	4.18E−05	0.019
	*Dgkb*	Diacylglycerol Kinase Beta	−0.159	4.37E−05	0.019
	*Enho*	Energy Homeostasis-Associated Protei	0.199	4.75E−05	0.020
	*Usp53*	Ubiquitin Specific Peptidase 53	−0.197	5.10E−05	0.020
	*Osbpl8*	Oxysterol Binding Protein Like 8	−0.210	5.58E−05	0.021
	*Btbd6*	BTB/POZ Domain-Containing Protein 6	0.135	5.93E−05	0.022
	*Nenf*	Neudesin Neurotrophic Factor	0.241	6.77E−05	0.024
	*Cep295*	Centrosomal Protein 295	−0.186	7.22E−05	0.024
	*Tmem106b*	Transmembrane Protein 106B	−0.119	7.31E−05	0.024
	*Hipk3*	Homeodomain Interacting Protein Kinase 3	−0.114	7.58E−05	0.024
	*Pcdhgb7*	Protocadherin Gamma Subfamily B, 7	−0.248	7.95E−05	0.024
	*Fnip1*	Folliculin Interacting Protein 1	−0.128	9.00E−05	0.025
	*Med1*	Mediator Complex Subunit 1	−0.132	9.17E−05	0.025

DEGs were identified using DESeq2 with default parameters including a nominal *p*-value cutoff of 0.05 (*p*-val). Then, to trim potential false positive results, FDR-adjusted *p*-value (adj. *p*-val) was used. Top 30 DEGs were ranked by adj. *p*-val.

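Each gene of Table 1 was among those tested. In Acute mice, 29 of its 30 genes changed in the direction of the table, with log2 fold changes from -0.38 to 0.55 and adjusted p-values from 0.136 to 0.646. Of these, 0 were called over all genes, 29 had an unadjusted p under 0.05, and 29 were called when adjusted over the list alone. In Chronic mice, 30 of 30 changed in the direction of the table, with log2 fold changes from -0.24 to 0.24, and 2 were called over all genes, *Kdm3a* and *Haghl*, and 30 when adjusted over the list alone. Since the study chose the list on these mice, the counts over the list alone are not independent evidence. The exception in Acute mice is *4933427D14Rik*, on chromosome 11 from 72153929 to 72207459, which had 457 ± 218 counts in Acute (n = 9) and 409 ± 286 in Water mice (n = 10), a log2 fold change of 0.23 (standard error 0.16, edgeR adjusted p = 0.646). It fell by 0.15 in the first batch and was higher by 0.61 in the second, and it overlaps *Gm43951* on the same strand, so that the quantification could have divided reads between them. The log2 fold change of *Gm43951* was -0.41 in Acute mice (standard error 0.10, edgeR adjusted p = 0.239, lower in 8 of 9 mice).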

### Validation of DEGs by qPCR

To validate the expression profiles obtained by bulkRNA-seq, seven genes including brain cytoplasmic RNA 1 (*Bc1*), BTG anti-proliferation factor 2 (*Btg2*), hydroxyacylglutathione hydrolase like (*Haghl*), leucine rich repeat containing 24 (*Lrrc24*), neudesin neurotrophic factor (*Nenf*), and lysine demethylase 3A (*Kdm3a*) were used for qPCR (Supplementary Tables 1 and 2). 

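*Bc1*, a non-coding RNA gene on chromosome 7 from 144914470 to 144914637, had 8691 ± 5196 counts in Chronic mice (n = 9) and 4271 ± 1514 in Water mice (n = 10), a log2 fold change of 0.83 (standard error 0.22, edgeR adjusted p = 0.186, higher in 8 of 9 mice, exact permutation p = 0.0156). The change was 0.11 in the first batch and 1.15 in the second. *Nenf*, on chromosome 1 from 191306789 to 191318194, had 589 ± 73.7 counts in Chronic and 491 ± 79.7 in Water mice, a log2 fold change of 0.24 (edgeR adjusted p = 0.186, higher in 9 of 9 mice). *Lrrc24*, on chromosome 15 from 76715276 to 76722173, where other genes overlap it, had 617 ± 60.8 and 534 ± 90.5 counts, a log2 fold change of 0.20 (edgeR adjusted p = 0.157, higher in 9 of 9 mice), and was called only without Water mouse 1 (adjusted p = 0.0476) among the fits that left out 1 mouse. *Btg2*, on chromosome 1 from 134075170 to 134079120, had 410.2 ± 72.0 and 366 ± 88.8 counts, a log2 fold change of 0.20 (edgeR adjusted p = 0.519, higher in 7 of 9 mice), and was -0.03 in the first batch and 0.34 in the second.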

We selected these genes because (1) they displayed |Log2(fold change)| >0.2 in the Chronic Drinking group, (2) their transcripts are detected in mouse brain (Allen Brain Institute), and 3) some of genes including *Bc1*, *Btg2*, *Nenf*, and *Nts* have previously been shown to play roles in synaptic plasticity [37], neuronal proliferation [38], anxiety [39], and alcohol drinking [40], respectively. 

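In Acute mice, the log2 fold change against Water was 0.42 for *Btg2* (standard error 0.11, edgeR adjusted p = 0.239, higher in 9 of 9 mice, exact permutation p = 0.00254), 0.18 for *Haghl* and for *Lrrc24*, 0.20 for *Nenf* (edgeR adjusted p = 0.403, higher in 8 of 9 mice) and 0.018 for *Bc1* (standard error 0.22, edgeR adjusted p = 0.989). The *Bc1* value was 0.11 in the first batch and -0.095 in the second, and its sign changed in 8 of the 28 fits that left out 1 mouse. Over the 11 genes measured by qPCR, hub genes included, 11 of 11 changed in the direction of the RNA-seq fold changes of Supplementary Table 2 in Chronic mice. In Acute mice, where the table gives *Bc1* a fold change of 1.000 and so no direction, the other 10 genes changed in its direction, with *Hdac2* so near 0 that 9 did in the fits in which it turned positive. Over the list of 11, 0 were called in Acute mice (8 at an unadjusted p under 0.05) and 2 in Chronic mice; adjusted over the list alone, which the study chose on these mice, 8 and 9 were called.

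**Figure D2:**
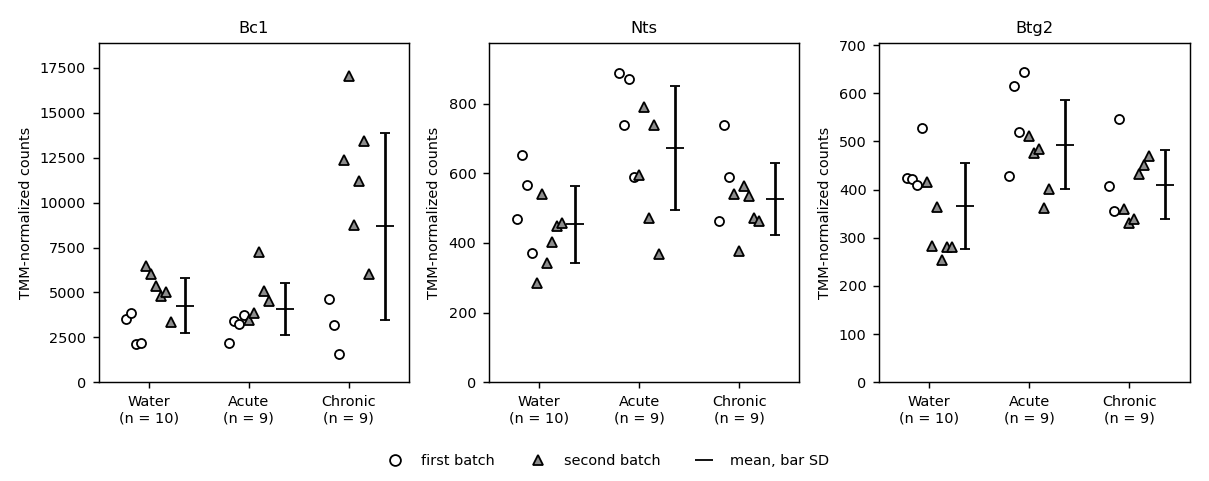
TMM-normalized counts of *Bc1*, *Nts* and *Btg2* (y axis, from 0) in each Water (n = 10), Acute (n = 9) and Chronic (n = 9) mouse, with circles for the first batch, triangles for the second, and the mean with an SD bar beside each group. *Bc1* counts spread most in Chronic mice, with an SD of 5196 around a mean of 8691.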

Consistent with the RNA-seq findings, in all cases, the relative fold change of gene expression was in the same direction in Acute and Chronic Drinking groups.

### Probing cell type-specificity signature of DEGs

BulkRNA-seq yields an averaged gene expression signals across all different cell types. In recent years, more evidence on the cellular heterogeneity in response to alcohol exposure is emerging. Although our in-silico approach provides evidence for a stable relative ratio of the different cell types among the drinking groups (Fig. 1H and Supplementary Fig. 3A), we next addressed cellular heterogeneity responding to alcohol exposure. By leveraging previous bulk and single cell RNA sequencing data sets collected from mouse and human tissues as reference single-cell type-specific expression profiles [36, 41–43], we asked if any of DEGs in our studies was included in the list. 

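All genes of Supplementary Table 3 passed the filter. Its 8 Acute genes, 7 of them higher than in Water mice, had adjusted p-values from 0.136 to 0.384, and its 32 Chronic genes, 17 of them higher, had log2 fold changes from -0.23 to 0.24 and adjusted p-values from 0.157 to 0.341. Over all genes, 0 and 0 were called, and 8 and 32 had an unadjusted p under 0.05. Adjusted over the list alone, which came from the DEGs of these mice and is not independent evidence, 8 and 32 were called. Without Water mouse 3, 1 of the Chronic genes was called over all genes.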

We found that some of DEGs were enriched in genes with glia annotation, particularly astrocyte and oligodendrocyte annotation (Supplementary Table 3), suggesting that alcohol drinking alters glia-related gene expression in the amygdala.

### GO and KEGG gene enrichment analyses

To further identify networks of coordinately regulated genes that might point to alcohol-related specific biological functions, we next performed GO and KEGG Pathway enrichment analyses using the lists of DEGs with the criteria of *p*-value < 0.05, which was set to increase the number of genes in each drinking condition. We found that the primary effects of acute and chronic alcohol drinking were related to ribosome, cytoplasmic translation, chromatin binding, histone modification pathways, and various neurological diseases (Fig. 2A, B and Supplementary Fig. 4A, B). 

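Gene sets were fixed by gene symbol, as no ontology table was used, and tested with limma's camera on log2 CPM with a preset correlation of 0.01, adjusted over 6 sets and 3 comparisons. The ribosomal, chromatin and myelin sets match themes that the paper reports from these mice. The chromatin set also holds *Kdm3a* of Table 1, so these tests are not independent evidence. The 84 cytosolic ribosomal protein genes were higher in Acute mice by a mean log2 fold change of 0.080 (camera adjusted p = 9.40e-14), with 97.6% of the genes upregulated, and in Chronic mice by 0.082 (adjusted p = 4.65e-11), with 91.7% upregulated. Regrouping whole mice gave these sets an exact permutation p of 0.0682 and 0.0168, adjusted 0.307 and 0.101. The 102 histone and chromatin modifier genes were lower, by a mean of -0.051 in Acute mice (camera adjusted p = 9.02e-09, exact p = 0.000309, adjusted 0.00557) and -0.044 in Chronic mice (camera adjusted p = 1.20e-06, exact p = 0.00983, adjusted 0.0885). Nuclear oxidative phosphorylation genes (81) rose by 0.053 and 0.052, and mitochondrial ribosomal protein genes (74) by 0.037 and 0.040, all with a camera adjusted p of 0.000109 or lower, and an exact p from 0.128 to 0.158. Under limma's fry, 2 calls held, those of the chromatin modifier genes (adjusted p = 0.0421 in Acute and 0.0456 in Chronic mice). With a correlation estimated per set, the count of calls moved most, to 0.

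**Figure D3:**
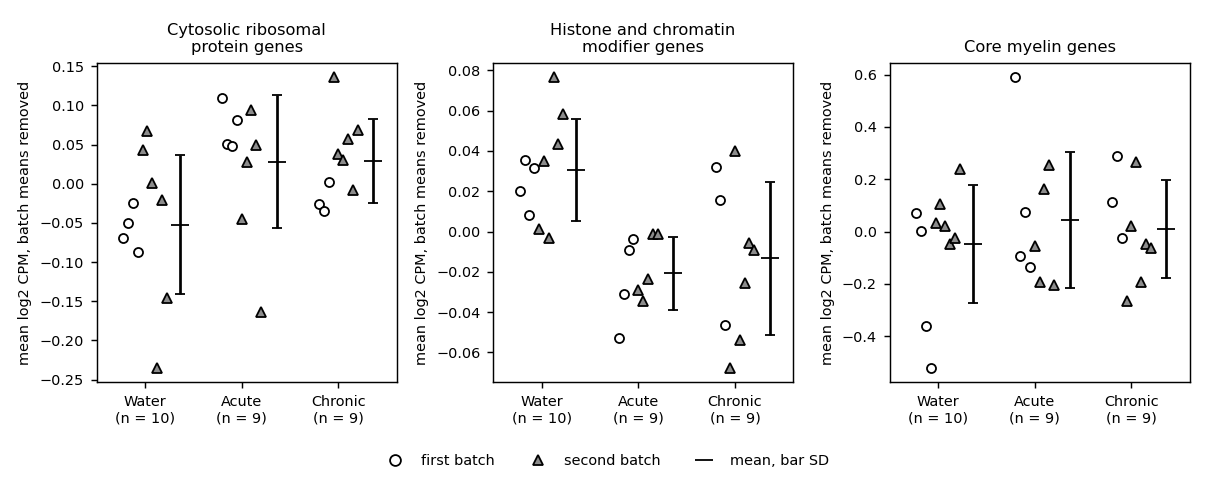
Mean log2 CPM of the cytosolic ribosomal protein genes, the histone and chromatin modifier genes and the core myelin genes, with batch means removed (y axis), in each Water (n = 10), Acute (n = 9) and Chronic (n = 9) mouse, with circles for the first batch, triangles for the second, and the mean with an SD bar beside each group. The chromatin modifier genes sit lower in Acute than in Water mice by a mean of -0.051, and the myelin genes spread widely within each group.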

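Core myelin genes, 15 of which passed the filter, are those of the oligodendrocyte markers, not of the GO term myelin sheath, which was not tested. Their mean log2 fold change was 0.093 in Acute mice, with 86.7% of the genes upregulated and a camera adjusted p of 0.045. In Chronic mice it was 0.059 (camera adjusted p = 0.261, 86.7% upregulated). Regrouping whole mice gave an exact permutation p of 0.434 in Acute and 0.585 in Chronic mice, each adjusted 0.811. The Acute and Chronic means were 0.31 and 0.33 in the first batch, and -0.062 and -0.10 in the second. In 10 of the 28 fits that left out 1 mouse, the Acute set was no longer called, with a mean of 0.023 (adjusted p = 0.725) without Acute mouse 33. Without Chronic mouse 1 or Water mouse 6, the Chronic set was called (adjusted p = 0.0252 and 0.0275).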

Interestingly, among those GO enrichment terms, “myelin sheath” (FDR-adjusted *p* = 0.0003) was in the top 5 upregulated pathways, suggesting alcohol drinking affects molecular and cellular mechanisms underlying oligodendrocyte maturation and myelination, consistent with our results from cell type-specificity comparison and previous reports that demonstrated glial dysfunction in AUD pathophysiology [44]. These findings suggest that alcohol drinking, particularly in repeated access, induces neuroadaptations mediated by glia-specific molecular alterations in the amygdala.

**Fig. 2:**
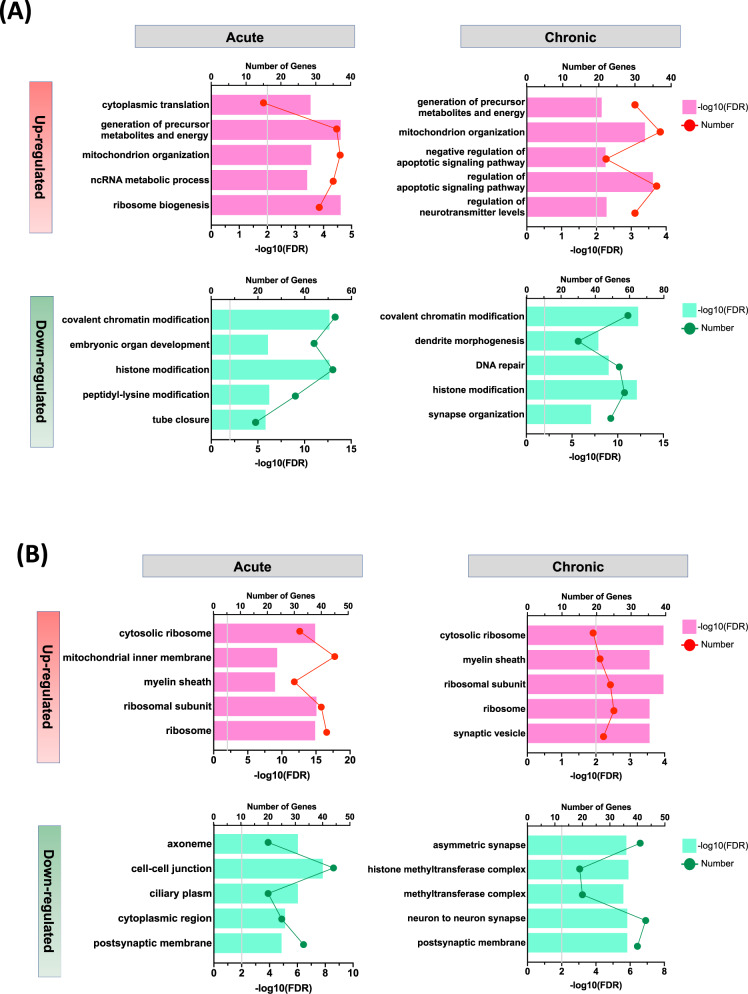
GO enrichment analysis of DEGs in response to Acute and Chronic alcohol drinking. The ordinate represents the GO terms, the upper abscissa indicates the number of genes in the GO terms, and the lower abscissa indicates the level of significance of the enrichment (gray bar, FDR = 0.01). **A** Genes were categorized with the Biological Process domain. **B** Genes were categorized with the Cellular Component domain.

### Identification of the potential regulatory pathways

To identify a list of hub genes, we next used STRING using identified DEGs (FDR *p* < 0.05) as inputs, a common online database for predicting protein-protein interaction networks [45]. It revealed hub genes with 4–5 nodes, including histone deacetylase 2 (*Hdac2*), heterogeneous nuclear ribonucleoprotein M (*Hnrnpm*), histone deacetylase complex subunit sin3a (*Sin3a*), and chromodomain helicase DNA binding protein 1 (*Chd1*), particularly in the Chronic Drinking condition (Supplementary Fig. 5). 

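In Chronic mice, *Hdac2* (chromosome 10 from 36974544 to 37001889) had 1499 ± 87.1 counts (n = 9) against 1619 ± 109.8 in Water mice (n = 10), a log2 fold change of -0.10 (standard error 0.029, edgeR adjusted p = 0.222, lower in 9 of 9 mice). *Hnrnpm* (chromosome 17 from 33646233 to 33686860) had 1457 ± 91.4 against 1647 ± 129 counts, a log2 fold change of -0.17 (edgeR adjusted p = 0.208, lower in 9 of 9 mice). *Sin3a* (chromosome 9 from 57072040 to 57128366) had 825 ± 43.2 against 897 ± 36.9 counts, and its log2 fold change was -0.12 (edgeR adjusted p = 0.192, lower in 9 of 9 mice). *Chd1* (chromosome 17 from 15704967 to 15772610) had 511 ± 39.7 against 571 ± 25.6 counts, with a log2 fold change of -0.15 (edgeR adjusted p = 0.157, lower in 9 of 9 mice). On the ComBat-seq and DESeq2 route, their adjusted p-values were 0.039, 0.0431, 0.0435 and 0.0331.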

The *Hdac2, Sin3a*, and *Chd1* are members of proteins associated with histone deacetylase activity. 

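In Acute mice, *Hnrnpm* changed by a log2 fold change of -0.12 (standard error 0.047, edgeR adjusted p = 0.462, lower in 8 of 9 mice), *Sin3a* by -0.063 (edgeR adjusted p = 0.529, lower in 7 of 9 mice) and *Chd1* by -0.10 (edgeR adjusted p = 0.43, lower in 9 of 9 mice). No difference was detectable for *Hdac2*, with 1625 ± 102 counts in Acute mice (n = 9), a log2 fold change of -0.0004 (standard error 0.029, edgeR adjusted p = 0.998, lower in 4 of 9 mice), a value that was positive in the second batch alone (0.0036) and in 7 of the 28 fits that left out 1 mouse.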

Notably, the expression of these genes in both Acute and Chronic Drinking groups was decreased, although not statistically significantly. qPCR also confirmed the relative changes in the same direction (Supplementary Tables 1 and 2). To determine upstream regulators of identified DEGs in current study, we next applied DEGs to the GeneGo MetaCore online database and identified 4 and 17 candidate upstream regulatory transcription factors in Acute and Chronic Drinking groups, respectively (Table 2). SRY-box transcription factor 17 (*Sox17*) stood out in both Acute and Chronic Drinking groups. 

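*Sox17* (ENSMUSG00000025902), on chromosome 1 from 4490931 to 4497354, had a mean of 69.1 counts over the 28 mice. It had 64.0 ± 12.2 counts in Acute (n = 9), 76.9 ± 15.1 in Chronic (n = 9) and 67.7 ± 11.2 in Water mice (n = 10). The log2 fold change was -0.069 in Acute mice (standard error 0.11, edgeR adjusted p = 0.877) and 0.17 in Chronic mice (standard error 0.11, edgeR adjusted p = 0.598, higher in 6 of 9 mice). The paper infers the factors of Table 2, *Sox17* among them, from their targets among its DEGs. The values here are of the factors' own transcripts, and their targets were not tested. Of the transcription factors in Table 2, each of the 4 listed for Acute mice was tested, and 0 were called or had an unadjusted p under 0.05 (adjusted p from 0.545 to 0.906). For Chronic mice, 14 of the 17 were tested. Over all genes 0 were called, 3 had an unadjusted p under 0.05 (*Rbpj*, *Creb1* and *Ash2l*), and 1, *Rbpj*, was called when adjusted over the list alone, a call lost in 19 of the 28 fits that left out 1 mouse. *Foxp3* and *Cebpe* fell below the filter. *Klf9*, on chromosome 19 from 23141226 to 23168134, is listed in the second batch's table alone, where it had 2986 ± 271 counts in Chronic and 3215 ± 272 in Water mice (n = 6 each), a log2 fold change of -0.11 (edgeR adjusted p = 0.461 within that batch).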

Since *Sox17* has been shown to regulate oligodendrocyte progenitor cell expansion and differentiation, this finding is consistent with our results from GO/KEGG pathway analyses and cell type-specificity comparison (Fig. 2, Supplementary Fig. 4, and Supplementary Table 3). Together, these findings suggest that voluntary alcohol consumption affects epigenetic changes via histone deacetylation pathways, and oligodendrocyte-related transcriptional factor, *Sox17*.

**Table 2:** Candidate upstream transcription factors based on DEGs associated with the Acute and Chronic Drinking groups.

	Drinking groups				
Drinking condition	Gene symbol	Gene name	Actual targets	*p*-val	z-score
Acute	*Taf3*	TATA-Box Binding Protein Associated Factor 3	2	1.04E−04	16.02
	*c-Jun*	Jun Proto-Oncogene, AP-1 Transcription Factor Subunit	7	2.94E−04	5.76
	*c-Fos*	Fos Proto-Oncogene, AP-1 Transcription Factor Subunit	5	1.87E−04	5.27
	*Sox17*	SRY (Sex Determining Region Y)-Box Transcription Factor 17	22	3.60E−04	3.63
Chronic	*Rbpj*	Recombination Signal Binding Protein for Immunoglobulin Kappa J Region	58	2.27E−11	7.18
	*Sox17*	SRY (Sex Determining Region Y)-Box Transcription Factor 17	69	4.86E−11	6.70
	*Foxp3*	Forkhead Box P3	57	4.62E−08	5.69
	*Tal1*	TAL BHLH Transcription Factor 1, Erythroid Differentiation Factor	61	9.83E−08	5.45
	*Creb1*	CAMP Responsive Element Binding Protein 1	44	1.29E−07	5.74
	*Ets1*	ETS Proto-Oncogene 1, Transcription Factor	53	9.50E−07	5.09
	*c-Myc*	MYC Proto-Oncogene, BHLH Transcription Factor	37	6.78E−05	4.22
	*Runx1*	Runt-Related Transcription Factor 1	46	1.17E−04	3.94
	*Gata-2*	GATA Binding Protein 2	23	1.63E−04	4.20
	*E2f1*	E2F Transcription Factor 1	37	1.79E−04	3.92
	*Zfx*	Zinc Finger Protein X-Linked	23	2.20E−04	4.10
	*Gabp*	GA Binding Protein Transcription Factor Subunit Alpha	35	3.97E−04	3.69
	*Cebpe*	CCAAT/Enhancer Binding Protein (C/EBP), Epsilon	4	6.07E−04	5.85
	*Yy1*	YY1 Transcription Factor	13	7.79E−04	3.95
	*Ash2*	ASH2 Like, Histone Lysine Methyltransferase Complex Subunit	21	2.54E−03	3.21
	*Glis3*	GLIS Family Zinc Finger 3	20	2.82E−03	3.19
	*Klf9*	Kruppel Like Factor 9	3	3.47E−03	4.93

DEGs were used with GeneGo MetaCore to detect upstream transcription factors, which were ranked by z-score. 4 and 17 upstream transcription factors were identified in the Acute and Chronic Drinking groups, respectively.

### Validation of Sox17 regulation of alcohol drinking

To validate and further determine the role of Sox17 in escalated alcohol drinking, we microinjected lentiviral vectors encoding Sox17 shRNA into the amygdala of B6 female mice, thereby silencing the expression of Sox17 within this region (Fig. 3A). Two weeks after injections, animals were subjected to the EOD drinking paradigm. We found that the level of alcohol intake in Sox17 shRNA-injected animals (a daily average of 16.28 ± 1.47 g/kg) were significantly lower than that of control vector-injected mice (a daily average of 23.70 ± 3.36 g/kg), indicating that downregulation of Sox17 in the amygdala resulted in reduction of alcohol drinking (*P* < 0.0001) (Fig. 3B). The decrease in amygdala Sox17 expression did not alter locomotion or anxiety-related behavior (Fig. 3C). The findings suggest that voluntary alcohol drinking triggers Sox17-related molecular cascades that may include OPC expansion and differentiation in the amygdala and consequently lead to an increase in alcohol intake.

**Fig. 3:**
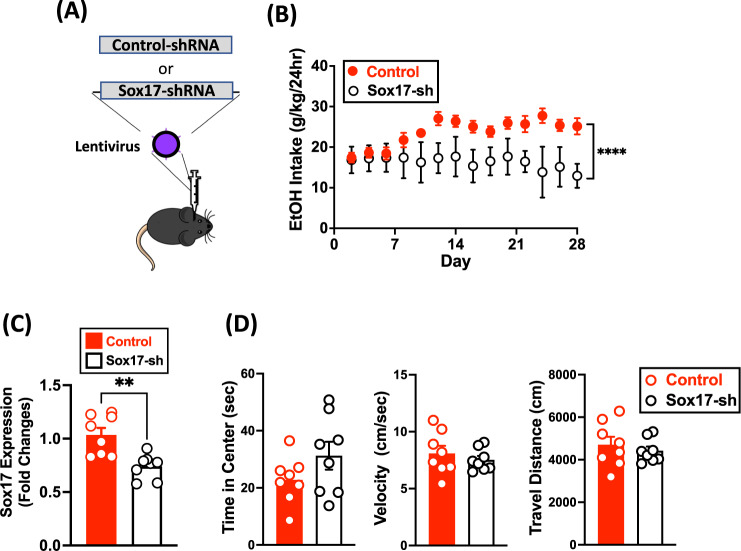
Downregulation of Sox17 in the amygdala reduces alcohol consumption. **A** Schematic illustrating the surgical strategy with a lentivirus encoding Sox17-shRNA. **B** Alcohol intake of mice bilaterally injected with either control or Sox17-shRNA lentivirus into the amygdala. The injection was conducted 2 weeks before subjecting the animals to EOD paradigm. **C** Changes of Sox17 expression were examined by qPCR in Sox17 shRNA- or control lentivector-injected mice. **D** Downregulation of Sox17 expression does not lead to significant changes in anxiety (time spent in the center of an open field) or locomotion (speed and travel distance). Data are mean ± SEM. **p < 0.01 and ****p < 0.0001 difference between groups.

### GWAS catalog and DisGeNET

To determine if our DEGs (FDR *p* < 0.05) are associated with AUD, we used an online GWAS catalog database (www.ebi.ac.uk/gwas). 

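*Atp2b1*, on chromosome 10 from 98914406 to 99026143, had 9845 ± 592 counts in Chronic mice (n = 9) and 11385 ± 1181 in Water mice (n = 10), a log2 fold change of -0.21 (standard error 0.053, edgeR adjusted p = 0.181, lower in 9 of 9 mice). For *Slc4a7*, on chromosome 14 from 14702279 to 14799940, the counts were 484 ± 29.8 and 569 ± 64.6, a log2 fold change of -0.23 (edgeR adjusted p = 0.181, lower in 9 of 9 mice). *Ubxn2b*, on chromosome 4 from 6191098 to 6221688, changed by -0.16 (edgeR adjusted p = 0.181, lower in 8 of 9 mice), *Sbno1*, on chromosome 5 from 124368702 to 124426001, by -0.11 (edgeR adjusted p = 0.186, lower in 9 of 9 mice), and *Hspa4*, on chromosome 11 from 53259814 to 53300457, by -0.073 (edgeR adjusted p = 0.241, lower in 9 of 9 mice).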

We found that 5 of our DEGs, including ATPase plasma membrane calcium transporting 1 (*Atp2b1*), heat shock protein family A member 4 (*Hspa4*), strawberry notch homolog 1 (*Sbno1*), solute carrier family member 7 (*Slc4a7*), and UBX domain protein 2b (*Ubxn2b*), from the Chronic Drinking group have previously been identified in GWAS of AUD. To further support our DEGs with previously reported findings in AUD, we next took advantage of the publicly available database, DisGeNET. 

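*Nfkb1*, on chromosome 3 from 135584655 to 135691547, had 283 ± 21.9 counts in Acute mice (n = 9) and 285 ± 23.4 in Water mice (n = 10), a log2 fold change of -0.013 (standard error 0.056, edgeR adjusted p = 0.963), whose sign changed in 5 of the 28 fits that left out 1 mouse. *Nfkbia*, which Table 1 lists, had 340.5 ± 32.0 and 285 ± 28.8 counts (log2 fold change 0.26, edgeR adjusted p = 0.194, higher in 9 of 9 mice). *Nts* (ENSMUSG00000019890), on chromosome 10 from 102481756 to 102490486, had 673 ± 178 counts in Acute and 453 ± 111 in Water mice, a log2 fold change of 0.55 (standard error 0.13, edgeR adjusted p = 0.194, higher in 8 of 9 mice, exact permutation p = 0.00501), with 0.58 in the first batch and 0.52 in the second.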

Here we found that nuclear factor kappa B subunit 1 (*Nfkb1*) and neurotensin (*Nts*) from Acute Drinking group have been previously linked to AUD. Similarly, besides the 5 DEGs identified from the GWAS catalog, we found 5 more DEGs from our data set, including calcium/calmodulin-dependent protein kinase IV (*Camk4*), energy homeostasis associated (*Enho*), *Hdac2*, LDL receptor-related protein 6 (*Lrp6*), *Slc4a7*, and SLIT and NTRK like family member 2 (*Slitrk2*), which were previously linked to AUD in the literature.

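*Camk4*, on chromosome 18 from 32934931 to 33191228, had 858 ± 72.2 counts in Chronic mice (n = 9) and 994 ± 118 in Water mice (n = 10), a log2 fold change of -0.22 (standard error 0.055, edgeR adjusted p = 0.181, lower in 9 of 9 mice). *Enho*, on chromosome 4 from 41638144 to 41640324, where another gene overlaps it on the opposite strand, was higher by 0.20 (547 ± 34.2 against 475 ± 42.0 counts, edgeR adjusted p = 0.181, higher in 9 of 9 mice). *Lrp6*, on chromosome 6 from 134446476 to 134566965, changed by -0.16 (edgeR adjusted p = 0.241, lower in 8 of 9 mice), with -0.023 in the first batch and -0.24 in the second, and *Slitrk2*, on chromosome X from 66649318 to 66661393, by -0.14 (edgeR adjusted p = 0.192, lower in 9 of 9 mice). Over these genes, *Hdac2* and the 5 from the GWAS catalog, 10 in all, 0 were called over all genes, 10 had an unadjusted p under 0.05 and 10 were called when adjusted over the list alone, which the study chose on these mice.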

## Discussion

The amygdala is highly sensitive to both chronic and acute alcohol drinking and alcohol-induced neuronal cellular plasticity within the amygdala circuits is well established. Since changes in neuronal physiology and neurotransmission may result from gene expression alterations, we here have characterized the transcriptome level responses to acute and chronic intermittent ethanol drinking. We subjected female B6 mice to a behaviorally well-validated 2-bottle choice drinking procedure and collected RNA samples from the amygdala. Using bioinformatics tools, we identified sets of significant DEGs, distinct GO and KEGG pathways, hub genes, and upstream transcriptional factors that are sensitive to ethanol drinking. 

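Between Chronic and Acute mice, the mean log2 fold change was 0.0013 for the cytosolic ribosomal protein genes, 0.0073 for the histone and chromatin modifier genes and -0.034 for the core myelin genes (camera adjusted p = 0.482 for each, exact permutation p = 0.958, 0.583 and 0.868). Of the 6 sets, 1 was called between the drinking groups, the 13 mitochondrially encoded genes, with a mean of -0.036 (camera adjusted p = 0.0305, exact permutation p = 0.473) and 0.0091 in the second batch.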

Our results demonstrate that both acute and chronic ethanol drinking can impact similar biological processes including translational machinery, epigenetic modifications, synaptic plasticity, and neurological disorders. In addition, the findings also provide evidence indicating that alcohol drinking impacts on molecular and cellular alterations in non-neuronal cell types, such as OPC and oligodendrocytes in the amygdala [46].

Previous behavioral studies in both humans and animals suggested that alcohol tolerance and dependence can develop over several days or weeks, which seems to be a duration required to induce gene expression changes in response to alcohol exposure. 

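Between Chronic and Acute mice, 0 genes were called, with a lowest adjusted p of 0.998, and 723 genes had an unadjusted p under 0.05, 317 of them higher in Chronic mice. The count stayed at 0 in each fit that left out 1 mouse and rose to 1, the gene *Actc1*, only without the filter on mean count, among the alternatives run. *Actc1* falls outside the rule for naming genes and was chosen after its values were seen.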

Although there is a significant difference in alcohol intake between Acute and Chronic Drinking groups in our study, we did not observe FDR-significant differences in DEGs and GO/KEGG pathways between the Drinking groups. Rather a single bout of voluntary ethanol consumption resulted in molecular changes in the amygdala similar to those altered by repeated alcohol drinking. These results suggest that alcohol can trigger strikingly overlapping amygdala-specific gene expression changes regardless of the number of drinking episodes. Furthermore, acute alcohol drinking is sufficient to trigger critical molecular adaptations, possibly leading to future behavioral changes with repeated alcohol exposure. 

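The log2 fold changes of Acute and Chronic mice against Water correlated with r = 0.533 across all filtered genes, which are not independent replicates. Within the batches, r was 0.384 in the first and 0.488 in the second, and it ranged from 0.395 to 0.603 when each mouse was left out in turn. The largest move came when the Water mice of each batch were divided at random, so that each drinking group had its own, which gave a median r of 0.0566 over 100 draws (from -0.183 to 0.181).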

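Because both comparisons use the same 10 Water mice, their fold changes correlate by design. In 20 simulations of groups that did not differ but shared these mice, r had a median of 0.468 (from 0.395 to 0.56), and 3 reached the observed value. At an unadjusted p under 0.05, 574 genes changed in the same direction in both drinking groups. This count was 838 with 2 surrogate variables, 286 with GC content and length offsets and 183 in the first batch alone. It ranged from 346 to 815 when 1 mouse was left out. In edgeR 0 genes were called in both, and on the ComBat-seq and DESeq2 route 10 were.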

Notably, it has been reported that acute behavioral responses to alcohol have predictive value regarding risk for long-term alcohol drinking behavior in humans [47] and animal models [48].

Many of the genes we identified were of great interest given prior findings. Particularly, neurotensin (Nts) and its receptors have been implicated as contributing to the behavioral effects of alcohol in animal models. Chronic ethanol exposure increased Nts expression in the dorsal striatum [49], whereas ethanol decreased the expression of Nts receptors in both the nucleus accumbens (NAcc) and midbrain [50]. Furthermore, recent work has demonstrated that Nts-expressing neurons in the CeA contribute to the voluntary consumption of alcohol [40]. These findings are consistent with our results indicating an increase in Nts expression in Acute Drinking group, as the micropunches included the CeA in our samples. 

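The rise of *Nts* in Acute mice was set beside other central amygdala markers, on log2 CPM with batch means removed. On this scale *Nts* was higher by 0.54, and the mean of *Prkcd*, *Tac2*, *Crh*, *Dlk1* and *Sst* by 0.18 (exact permutation p = 0.0668), with 0.094 for *Prkcd*, 0.27 for *Tac2*, 0.28 for *Crh*, 0.20 for *Dlk1* and 0.069 for *Sst*. From mouse to mouse within groups, *Nts* followed the mean of these markers (28 mice, Pearson's r = 0.763, permutation p = 1e-05; Spearman's rho = 0.805, p = 1e-05; r = 0.809 without the 2 mice farthest from the median). With that mean as a covariate, the *Nts* difference was 0.34 (exact permutation p = 0.00649).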

Interestingly, our recent studies demonstrated that the Nts receptor 2 (Ntsr2) is highly expressed in the BLA Thy1+ neurons that strongly project to the NAcc [51]. Therefore, our result provides an avenue of exploration at a circuit level into how the amygdala subnuclei, CeA-Nts and BLA-Ntsr2, may interactively mediate voluntary alcohol drinking behaviors.

Our study revealed many other well-known pathways affected by alcohol drinking. 

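The members of the cytosolic ribosomal protein set with the largest rises were *Rps27* (log2 fold change 0.37, standard error 0.29, edgeR adjusted p = 0.704) and *Rps23* (0.14, edgeR adjusted p = 0.557) in Acute mice, and *Rps12l1* (0.83, standard error 0.98, edgeR adjusted p = 0.813) and *Rps27* (0.48, edgeR adjusted p = 0.61) in Chronic mice. The rise of the set in Acute mice was 0.13 in the first batch and 0.041 in the second, and in Chronic mice 0.038 and 0.10. After offsets for GC content and length it was 0.057 and 0.052. Ribosomal protein genes have many processed pseudogenes, with which the quantification can share reads.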

Amongst these, first, translational machinery including rRNA binding, ribosome, and ribosomal subunits seems to be positively affected by alcohol drinking. Consistent with previous studies in different brain areas [52], these results suggest that alcohol exposure also similarly affects translation of proteins in the amygdala, and leads to neuroadaptation via re-organization of synaptic structures, synaptic proteins and neurotransmitter receptors, such glutamate and GABA receptors [52]. 

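Within the histone and chromatin modifier genes, the largest falls were those of *Jmjd7* (log2 fold change -0.35, standard error 0.24, edgeR adjusted p = 0.65) and *Phf11d* (-0.32, edgeR adjusted p = 0.665) in Acute mice, and of *Phf11d* (-0.31, edgeR adjusted p = 0.671) and *Kdm3a* in Chronic mice. In Acute mice 77.5% of the set was downregulated and in Chronic mice 70.6%, with means of -0.048 and -0.023 in the first batch and -0.053 and -0.056 in the second. After offsets for GC content and length, the exact permutation p adjusted over all sets and comparisons was 0.047 in both drinking groups.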

Second, we found several enrichment terms related to chromatin remodeling, histone modification and DNA methylation in GO/KEGG analyses. Similarly, we also identified hub genes, mostly involved in histone deacetylation activity, including *Hdac2*. It was recently shown that there is increased *Hdac2* level and activity in the amygdala of *P* rats, an alcohol-preferring rat line, and acute systemic injection of ethanol decreased HDAC2 activity and subsequently reduced voluntary ethanol intake [53]. These results suggest that alcohol drinking affects gene expression by potentially regulating epigenetic alterations, particularly histone modifications via HDAC2. Third, we found that pathways related to neurodegenerative diseases, including Huntington disease and Parkinson disease, are enriched in the KEGG analysis. Since the brain is a major target for the actions of alcohol and heavy alcohol consumption has long been associated with brain damage as a risk factor [54], our study also confirms that alcohol consumption triggers similar molecular pathological pathways involved in neurodegenerative diseases. Fourth, one of interesting GO terms in our analysis is “myelin sheath”, indicating the pathway involved in myeline sheath formation and maintenance is affected by alcohol drinking. Our results support hypothesis that alcohol consumption leads to disruption in myelination-related gene expression, as previous studies reporting the detrimental effects of alcohol on white matter integrity and functions in animals and humans [55–60]. Similarly, genomic studies of alcohol also have found that functional enrichment of alcohol-sensitive myelination-related genes in rodents, primates, and human postmortem tissues [17, 21, 61–64]. However, our results contrast with those reports of the downregulation of myelination-related genes and proteins in cortical regions of chronic alcoholics. Instead, our analysis showed that gene expression in this pathway was increased in Acute and Chronic Drinking groups. 

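The core myelin genes, which are not the paper's GO term, moved in opposite directions in the batches. Their mean log2 fold change was 0.31 in Acute and 0.33 in Chronic mice of the first batch (exact permutation p = 0.229 and 0.20), and -0.062 and -0.10 in the second (exact p = 0.509 and 0.26). With 2 surrogate variables as covariates, the Acute mean was -0.025. The largest rises over both batches were those of *Mog* (log2 fold change 0.21, standard error 0.12, edgeR adjusted p = 0.594) and *Cldn11* (0.19, edgeR adjusted p = 0.58) in Acute mice, and of *Mog* (0.13, edgeR adjusted p = 0.74) and *Fa2h* (0.11, edgeR adjusted p = 0.741) in Chronic mice.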

A month-long drinking paradigm in the current study focusing on the amygdala may contribute to a difference in gene expression profile, reflecting a potential molecular recovery mechanism activated by myelination damages after alcohol drinking.

While co-expressed genes form functional networks, identifying upstream regulators of these genes and networks can provide insight into cellular function and lead to a potential therapeutic intervention. In our study, we observed that many of the DEGs from Acute and Chronic Drinking groups are regulated by *Sox17*, a transcription factor that regulates OPC proliferation and differentiation to oligodendrocytes via the Wnt/β-catenin signaling pathway [65, 66]. As oligodendrocytes provide myelin sheaths in the central nervous system, this finding is consistent with the results from our GO/KEGG analysis that identified “myelin sheath” as a key term. In addition, the downregulation of Sox17 in the amygdala prevented an increase in alcohol uptake over time, implicating that Sox17 mediates neural mechanisms underlying the escalation of alcohol drinking with the repeated alcohol access. To our knowledge, our study is the first to investigate the effects of alcohol drinking on an upstream regulator of OPCs and oligodendrocytes, which is an understudied form of cellular plasticity that may mediate behavioral outcomes such as alcohol drinking. Together these data, along with the above myelin sheath findings in our pathway analyses, provides strong evidence for a role of oligodendrocyte alterations in the aftermath of alcohol consumption.

In summary, we identified alcohol-sensitive, amygdala-associated candidate genes and pathways by genome-wide transcriptomic analyses. Consistent with previous gene expression studies, we found that voluntary alcohol consumption, regardless of the number of drinking episodes, results in similar gene expression changes in ribosome-related / translational pathways, myelination, chromatin-binding, and histone modification. These genes and pathways suggest convergence of human GWAS and molecular studies with amygdala transcription data from mouse drinking models. As the current study suggests alcohol-induced cell type-specific changes, future studies using advanced cell targeting techniques are warranted to validate the roles of identified genes in neural adaptation processes mediating the progression from acute to chronic alcohol intake.

## Supplementary information

Supplementary Materials

# Supplementary material for: Genome-wide transcriptomics of the amygdala reveals similar oligodendrocyte-related responses to acute and chronic alcohol drinking in female mice
**Source:** Transl Psychiatry. 2022 Nov 12;12:476. doi: 10.1038/s41398-022-02231-2
**Supplement:** Supplementary file 1 — Supplementary Materials

## SUPPLEMENTARY INFORMATION

### Supplementary Methods.

#### Data Processing

The quality of raw sequencing reads was first assessed with FastQC (version 0.11.8, Babraham Institute, Cambridge, UK). Salmon (version 0.14.1) [67] was used to first build a transcriptome index using the combined reference transcriptome and non-coding RNAs for *Mus musculus* (GRCm38/mm10), and then to quantify the RNA-seq reads at the transcript level. The tximport (Bioconductor version 3.12) [68] was used to import the transcript-level abundances generated by Salmon, the estimated counts and the corresponding transcript lengths, and to summarize it into transcript-level and gene-level expression matrices. 

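Against the GENCODE release M21 annotation, every identifier of the first batch's table matches with its version. In the second batch's table, 50820 identifiers match without their version and fewer with it. Among the genes shared by both tables, 48711 carry the same version.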

Gene-level expression matrices were generated using the GENCODE mouse annotation ([www.gencodegenes.org](http://www.gencodegenes.org)) as reference (release M21). We next used ComBat-seq (version 3.38) [33] to adjust the batch effect by keeping the negative binomial distribution of RNA-seq reads count and the integer nature of the data. 

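The filter can be applied to the counts as deposited or to those that ComBat-seq has adjusted. Applied after ComBat-seq on all shared genes, the minimum mean of 10 counts kept 16293 genes.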

A pre-filtering step was then applied to the corrected gene counts where genes with less than ten counts on average across all the samples were filtered out, after which 16,260 genes were retained for the subsequent analysis. Fastq files have been submitted to the GEO database (accession number: GSE208014) for public access following publication of this manuscript.

#### Estimation of cell type abundances

Cell type abundances were estimated with BRETIGEA (version 1.0.3) [35] for each of the following cell types – neuron, astrocytes, microglia, oligodendrocyte, oligodendrocyte precursor cell (OPC), and endothelial cell. BRETIGEA contains thoroughly validated datasets containing brain cell type-specific marker genes. Using the ‘*brainCells*’ function, with the filtered dataset

containing 16,260 genes as input, a sample-by-cell type matrix of estimated cell type proportion variables was generated. In addition to BRETIGEA, another computational cell type deconvolution tool, CIBERSORTx [69] was also used after building a signature matrix file for different cell types based on mouse single cell RNA sequencing data [36]. On the web interface, 500 permutations were chosen, and the quantile normalization option was disabled. Differences in cell type proportions between drinking groups were assessed with two-sample *t*-tests.

### Differential expression

DESeq2 (version 1.30.1) [70] was used for downstream differential expression analysis using default parameters. 

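On simulated data with 200 changed genes, the ComBat-seq and DESeq2 route recovered 178 genes for Acute and 176 for Chronic mice, with 27 and 22 false calls. DESeq2 with batch as a covariate recovered 174 and 175, with 20 and 15 false calls, and edgeR with batch as a covariate 172 and 171, with 10 false calls in each. The simulated changes were larger than most of those found in these mice.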

DESeq2 performed an independent filtering step using the means of normalized counts as a filter statistic. A threshold for the filter statistic was found which optimized the number of P-values below a user-specified significance level. 

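In the Chronic comparison of the ComBat-seq and DESeq2 route, the filter threshold was a mean normalized count of 334.6, which left 7897 of the 16293 genes without an adjusted p. *Klf2*, with a mean of 136.9, was among them, at an unadjusted p of 3.28e-14. With this filtering switched off, a setting chosen after its values were seen, its adjusted p was 5.34e-10 and 37 Chronic genes were called. In the Acute comparison the threshold was 55.48, 3475 genes had no adjusted p, and *Klf2* had an adjusted p of 0.0164.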

Using a nominal p-value cutoff of 0.05, 1300 and 1384 for Acute and Chronic Drinking groups, respectively, were retained as tentative DEGs for subsequent analyses. Principal component analysis (PCA) was constructed to calculate the coefficient of variation between groups directly using '*plotPCA*', a functionality in the package. Next, to trim potential false positive results, the more stringent false discovery rate (FDR)-adjusted p-value cutoff of 0.05 was used and 29 (Acute Drinking) and 97 (Chronic Drinking) DEGs were identified.

### Functional and Pathway Enrichment Analysis of DEGs

The lists of tentative DEGs, with a nominal p-value cutoff of 0.05, were first divided into two sets, up- and down-regulated, and then function and pathway enrichment analysis were performed using clusterProfiler (version 3.18.1) [71]. Gene ontology (GO) analysis provided gene

annotations in biological processes, molecular functions, and cellular components. In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was carried out to gain more information on biological pathways related to diseases and drug targets.

#### GWAS Catalog and DisGeNET comparison

To acquire a better understanding of whether the significant genes obtained in this study were already implicated in previously published alcohol addiction studies, the list of significant genes from the DESeq2 analysis was compared with the list of significant genes in GWAS Catalog (release data: Oct 2019; [www.ebi.ac.uk/gwas](http://www.ebi.ac.uk/gwas)) and DisGeNET (release data: May 2020; [www.disgenet.org](http://www.disgenet.org)) databases. The “*All associations v1.0.2 - with added ontology annotations, GWAS Catalog study accession numbers and genotyping technology*” dataset from the GWAS Catalog website and the “*ALL gene-disease associations*” dataset from the DisGeNET website were first downloaded and processed in R. From the GWAS Catalog dataset, the columns of interest “*DISEASE/TRAIT*” and “*REPORTED GENE*” were retained, while from the DisGeNET dataset, “*geneSymbol*” and “*diseaseName*” were retained. The analysis was performed with disease terms containing “*alcohol*” from both “*DISEASE/TRAIT*” and “*diseaseName*” columns, after which, the disease terms containing “*nonalcohol/non-alcohol*” were filtered out. The significant genes (FDR-adjusted p value < 0.05) from the DESeq2 analysis were then matched with the resulting genes from both the GWAS Catalog and DisGeNET datasets, to get the overlapping/common genes.

#### Identification of Hub genes and Regulatory Transcription Factors

To visualize protein-protein interactions networks among DEGs, the Search Tool for the Retrieval of Interacting Genes (STRING) online database (v11.0) [45] was used with DEGs with

the criteria of adjusted p-value cutoff  $< 0.05$ . The same sets of DEGs were also used with GeneGo MetaCore (Clarivate Analytics, PA) to detect upstream transcription factors. The Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining (TRRUST) (v2) [72] online database was also utilized to discover transcriptional regulatory networks.

## **Supplementary Figure Legends.**

### **Supplementary Figure 1. Fluid consumption levels and the number of DEGs between**

**Drinking groups.** (A) Ethanol intake over 24 hours on water/20% EtOH drinking days separated by cohort. (B) Water intake over 24 hours on water/water drinking days.

**Supplementary Figure 2. Assessments of gene expression profiles between batches.** (A) PCA plot showing separation on batch over the first two principal components, explaining 89% of the variation in total. There was no outlier sample within each batch. (B) The top 100 genes were selected based on adjusted P-values from batch 1, and fold changes for these genes were compared in between two batches.  $r$ : Pearson's  $r$ . (C) Same as panel (B) but using genes selected based on adjusted P-values from batch 2. (D) After processing raw counts using ComBat-seq, the first two principal components from two batch was plotted. The PCA plot explains 52% of the variation in total, revealing no segregation among Drinking groups.

### **Supplementary Figure 3. Cell type abundances and Venn-diagrams of DEGs among Drinking**

**groups.** (A) Bar graphs showing the estimated cell type abundances for 7 relevant cell types as determined by cell type deconvolution analysis, CIBERSORT. (B) Overlap Venn Diagrams of differentially expressed genes (DEGs) for comparisons across all Drinking groups.

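A DEG counts as shared when it is called against Water in both drinking groups. In the main test, 0 genes were shared and 574 had an unadjusted p under 0.05 and the same direction in both groups. These numbers were 10 and 633 on the ComBat-seq and DESeq2 route. They were 1 and 838 with 2 surrogate variables as covariates, and 0 and 286 with GC content and length offsets.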

### **Supplementary Figure 4. GO and KEGG pathway enrichment analysis of DEGs.**

The ordinate represents the GO or KEGG terms, the upper abscissa indicates the number of genes in the GO/KEGG terms, and the lower abscissa indicates the level of significance of the enrichment

(gray bar, FDR = 0.01). (A) Genes were categorized with the Molecular Function domain. (d) The top 5 enriched pathways in the KEGG pathway analysis.

**Supplementary Figure 5. The protein-protein interaction (PPI) network analysis using STRING database**

The 97 DEGs from the Chronic Drinking group were input into STRING database and archived 95 nodes and 38 edges, with PPI enrichment p-value < 0.01. Magenta and turquoise lines indicate known protein-protein interactions; black and greenish yellow lines indicate interactions based on co-expression data and textmining, respectively.

# Supplementary Figure 1.

(A)

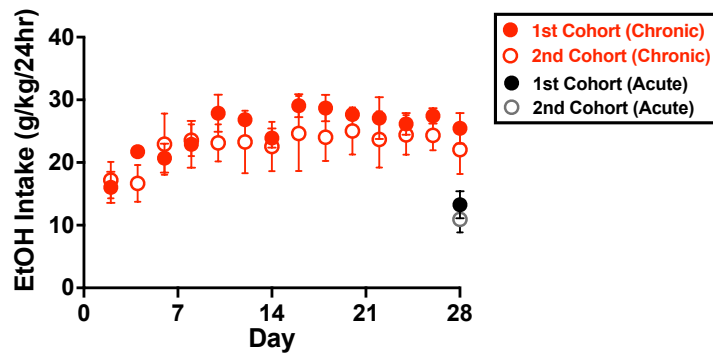

(B)

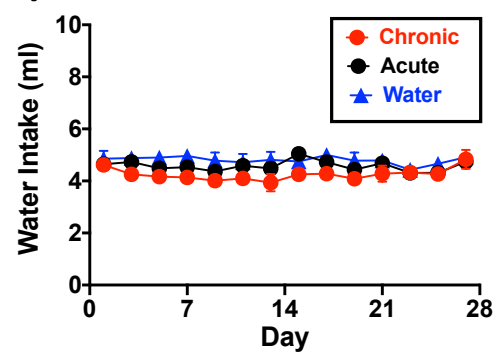

## Supplementary Figure 2.

(A) All Genes\_PCA (PC1 v. PC2)

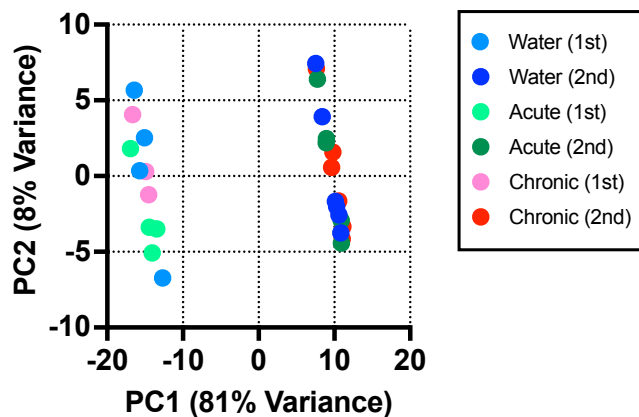

(D) All Genes\_PCA (PC1 v. PC2)

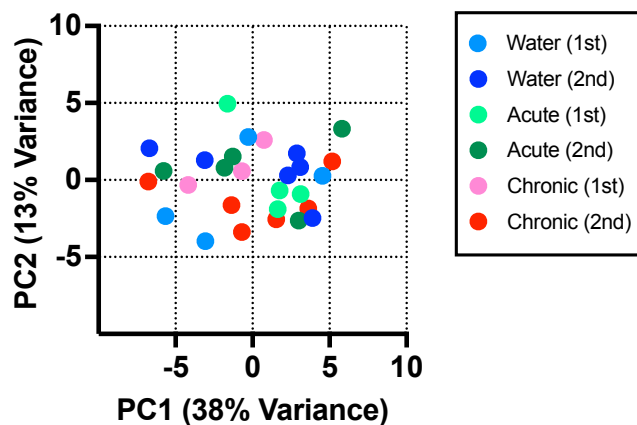

(B)

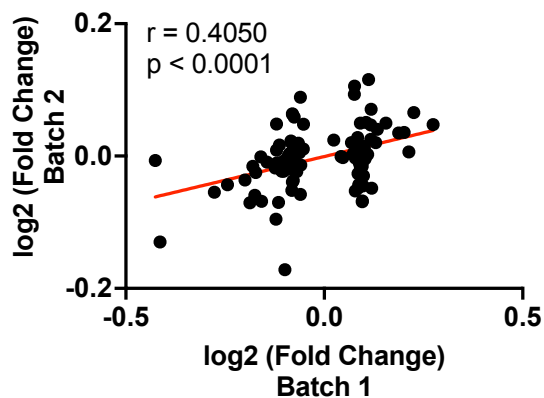

(C)

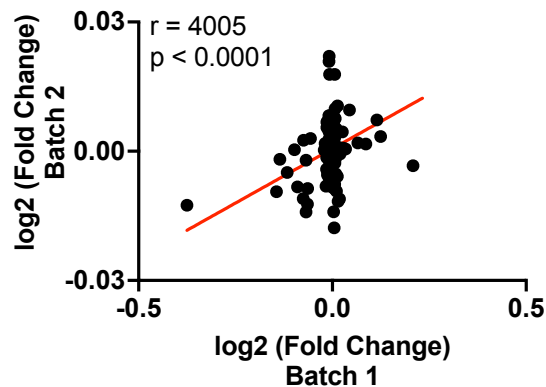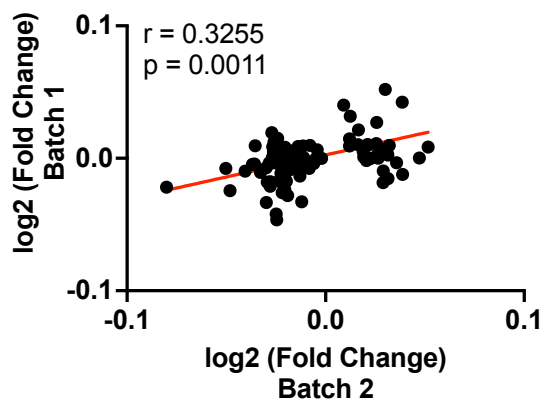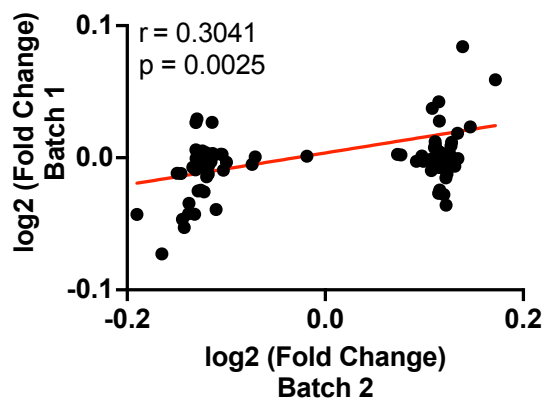

### Supplementary Figure 3.

(A)

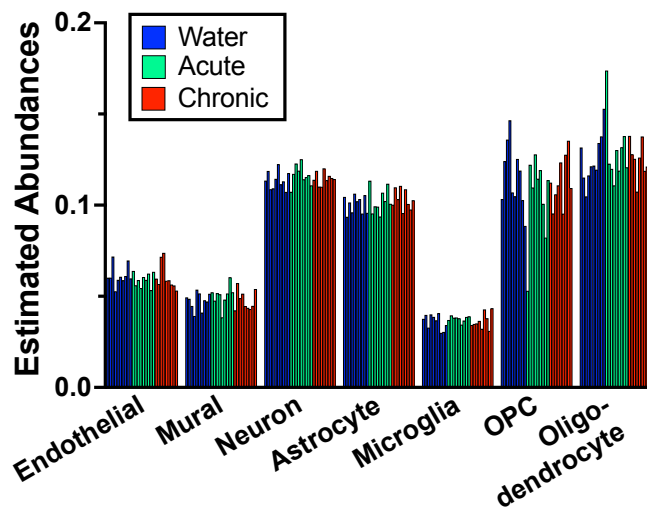

(B)

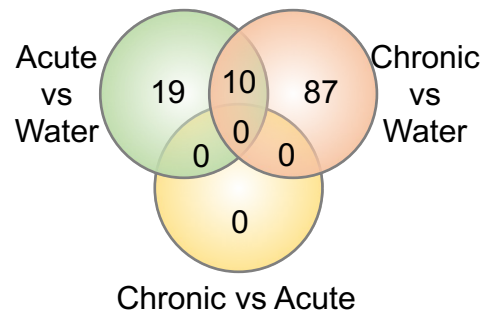

# Supplementary Figure 4.

(A)

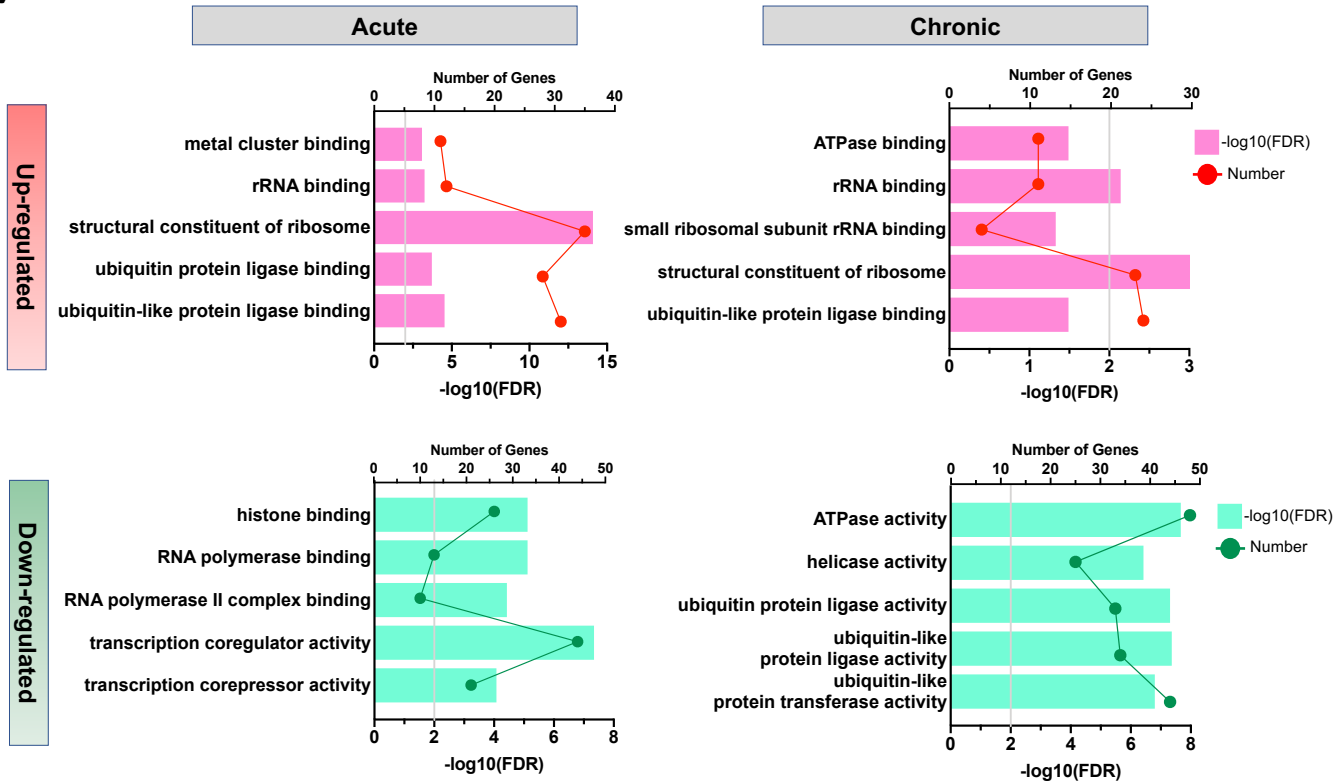

(B)

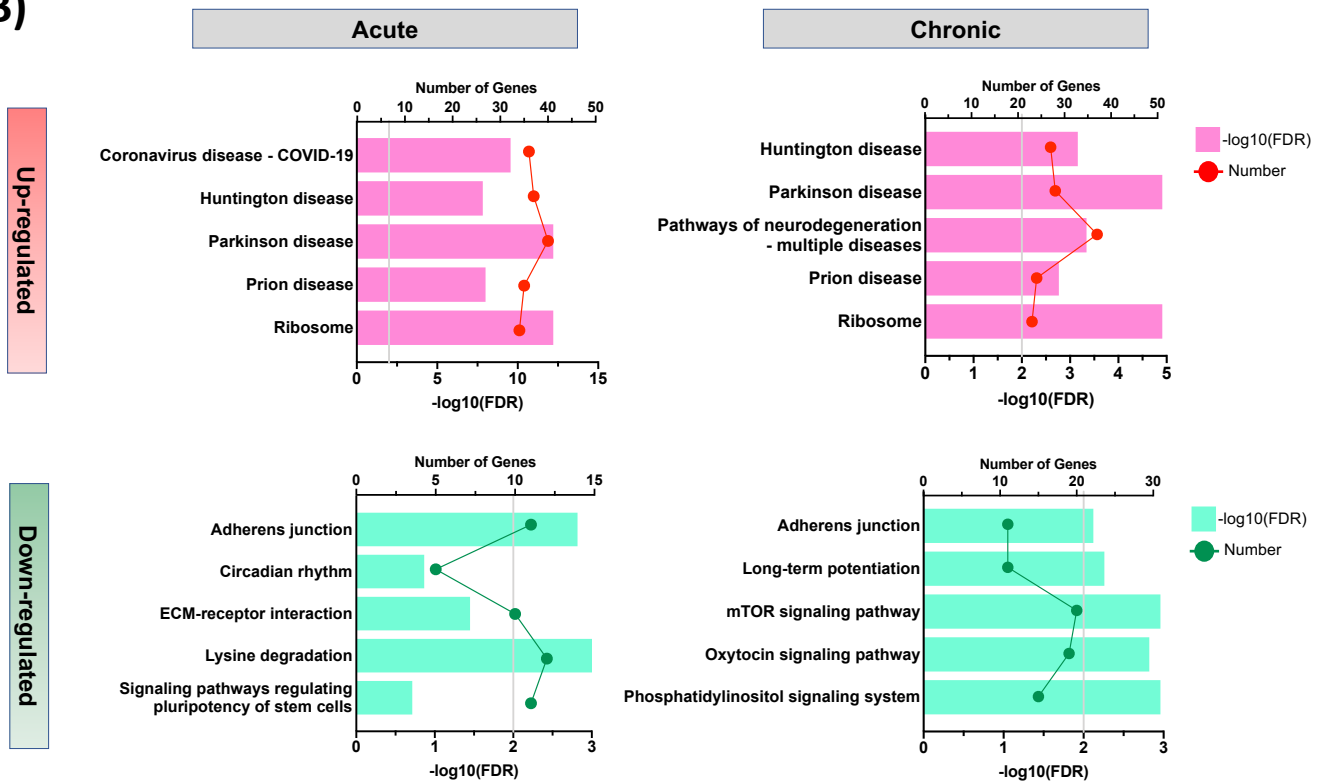

### Supplementary Figure 5.

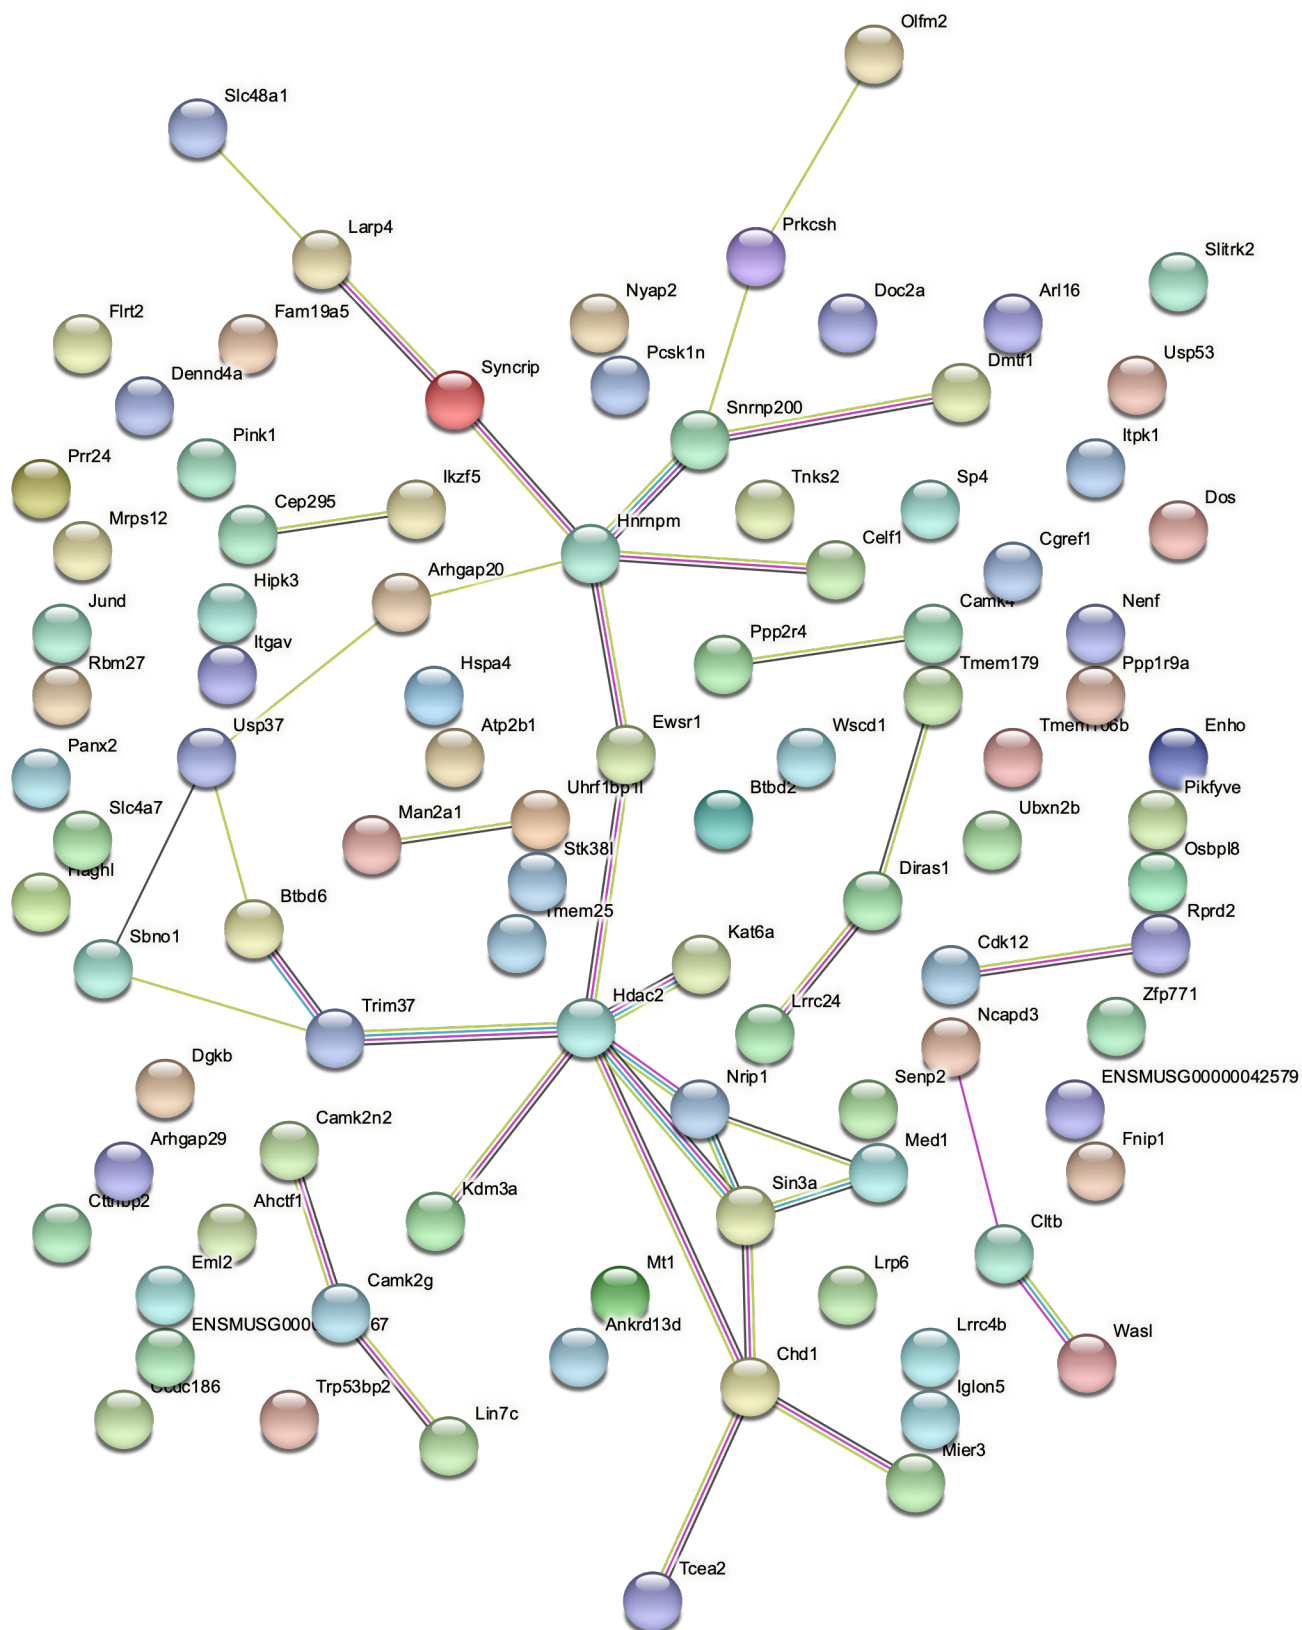

**Supplementary Table 1. Primers for genes of interest and housekeeping gene, *Actb* for qPCR**

| Gene          | 5' Primer            | 3' Primer               |
|---------------|----------------------|-------------------------|
| <i>Bcl</i>    | GGTCCTCAGCTCTGGAAAAA | AGGTTGTGTGTGCCAGTTACC   |
| <i>Btg2</i>   | GCGAGCAGAGACTCAAGGTT | CCTTTGGATGGTTTTTCTGG    |
| <i>Haghl</i>  | GGACTCACCAGCCCTCTTCT | TTGGCCAAGCTCTGGTACAT    |
| <i>Kdm3a</i>  | CATTGGAGCAAACTTCCTCA | TGGTTTTGTTCTCGGTACTTCA  |
| <i>Lrrc24</i> | GCTGGATTTCACCTTCTTGC | GCCTGGTCCTCCAGTAATTC    |
| <i>Nenf</i>   | GGATCCAGCAGACCTCACTC | TGGCTTTGTACACCTTGCTG    |
| <i>Nts</i>    | TCCAGCTCCAGAAAATCTGC | CCTTCTCGTTTTTATCATTGACG |
| <i>Hdac2</i>  | ACCACATGCACCTGGTGTTC | TCGCAAGCTATCCGTTTGTCTG  |
| <i>Hnrnp</i>  | GCTGGAAGACTTGGAAGCAC | CCCTTTGGTAAAGCCCTCTC    |
| <i>Sin3a</i>  | AACACCTGGCCAAGTTCATC | TGCTGACTGGCTGGAGTATG    |
| <i>Chd1</i>   | AGGTTCCAAGGGCAGTACCT | CACTCGGTTGCCTCTTCTC     |
| <i>Actb</i>   | CCAACCGTGAAAAGATGACC | ACCAGAGGCATACAGGGACA    |

**Supplementary Table 2. Validation of DEGs by qPCR**

|                       |               | RNA-seq     |         | qPCR        |              |               |
|-----------------------|---------------|-------------|---------|-------------|--------------|---------------|
|                       | Gene          | Fold change |         | Fold change |              |               |
|                       |               | Acute       | Chronic | Water       | Acute        | Chronic       |
| <b>Up-regulated</b>   | <i>Bcl</i>    | 1.000       | 1.167   | 1.00 ± 0.11 | 1.05 ± 0.18  | 1.27 ± 0.13   |
|                       | <i>Btg2</i>   | 1.346       | 1.154   | 1.00 ± 0.09 | 1.40 ± 0.15* | 1.45 ± 0.12*  |
|                       | <i>Haghl</i>  | 1.131       | 1.153   | 1.00 ± 0.10 | 1.35 ± 0.10* | 1.57 ± 0.14** |
|                       | <i>Lrrc24</i> | 1.139       | 1.159   | 1.00 ± 0.13 | 1.37 ± 0.10* | 1.04 ± 0.12   |
|                       | <i>Nenf</i>   | 1.149       | 1.182   | 1.00 ± 0.09 | 1.12 ± 0.28  | 1.34 ± 0.10*  |
|                       | <i>Nts</i>    | 1.462       | 1.180   | 1.00 ± 0.08 | 1.52 ± 0.18* | 1.25 ± 0.08   |
| <b>Down-regulated</b> | <i>Kdm3a</i>  | 0.891       | 0.850   | 1.00 ± 0.09 | 0.67 ± 0.07* | 0.71 ± 0.05   |
|                       | <i>Hdac2</i>  | 0.996       | 0.932   | 1.00 ± 0.07 | 0.99 ± 0.12  | 0.94 ± 0.11   |
|                       | <i>Hnrnp</i>  | 0.918       | 0.887   | 1.00 ± 0.10 | 0.95 ± 0.07  | 0.92 ± 0.05   |
|                       | <i>Sin3a</i>  | 0.954       | 0.922   | 1.00 ± 0.06 | 0.97 ± 0.12  | 0.95 ± 0.10   |
|                       | <i>Chd1</i>   | 0.951       | 0.904   | 1.00 ± 0.12 | 0.98 ± 0.17  | 0.97 ± 0.06   |

Supplementary Table 3. Summary of RNA expression data sets used for cell type-specific expression and number of DEGs

| GEO #     | Species | Tissue            | Data Type   | Drinking Condition | Cell Type             |                                                           |                       |                                                    |                                                                               |                  |
|-----------|---------|-------------------|-------------|--------------------|-----------------------|-----------------------------------------------------------|-----------------------|----------------------------------------------------|-------------------------------------------------------------------------------|------------------|
|           |         |                   |             |                    | Neuron                | Astrocyte                                                 | Microglia             | OPC                                                | Oligodendrocyte                                                               | Endothelial Cell |
| GSE9566   | Mouse   | Forebrain         | Bulk RNA    | Acute              | NTS, NELL1            |                                                           |                       |                                                    |                                                                               |                  |
|           |         |                   |             | Chronic            |                       | STK38L                                                    |                       |                                                    |                                                                               |                  |
| GSE52564  | Mouse   | Cerebral Cortex   | Bulk RNA    | Acute              |                       |                                                           |                       |                                                    |                                                                               |                  |
|           |         |                   |             | Chronic            |                       |                                                           |                       | TMEM179                                            | NOL3, STRN                                                                    |                  |
| GSE103976 | Mouse   | Medial Amygdala   | Single Cell | Acute              | PCSK1N, ATP1B1        |                                                           |                       |                                                    |                                                                               | KLF2             |
|           |         |                   |             | Chronic            | PCSK1N, GAP43, ATP1B1 | SLC6A1                                                    |                       |                                                    | TUBB4A                                                                        |                  |
| GSE144136 | Human   | Prefrontal Cortex | Single Cell | Acute              |                       | SLC39A11, CAMK2G                                          |                       |                                                    | SLC39A11, TJP1                                                                |                  |
|           |         |                   |             | Chronic            |                       | CAMK2G, OLFM2, ENHO, CNTFR, ITGAV, PREX2, SORBS1, CEPO85L | USP53, SLC4A7, PICALM | WSCD1, AMZ1, CTTNBP2, PPP1R9A, ITGAV, MMP16, PREX2 | NENF, SLC48A1, TUBB4A, HDAC11, APLP1, MAN2A1, LRP6, MMP16, STRN, DSEL, PICALM |                  |

A list of upregulated (red) and downregulated (green) DEGs appeared in cell type-specific RNA expression data sets from previous studies [36, 41-43].

How the deposited data were processed for this re-analysis (not part of the article)

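Amygdala RNA-seq counts of 28 female mice in 2 batches were analysed, with 10 Water, 9 Acute and 9 Chronic mice. The authors aligned paired-end reads to a GRCm38 transcriptome with Salmon, summarized them by gene with tximport and deposited whole-number counts for each batch, before batch adjustment. The identifiers of the first batch's table are those of GENCODE release M21, and those of the second batch's table are in part from another release. No column of a mouse was left out. Pairs of mice of the same group within a batch were checked for duplicated libraries, and none was found. Each mouse's condition and batch were taken from its label and from the group sizes in the paper's methods.

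Analyses ran in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0. The tables were joined on the gene identifier without its version, and genes with a mean of at least 10 counts over the 28 mice were kept. The main test was edgeR's quasi-likelihood test with TMM normalization and batch as a covariate, fitted over all 3 groups, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. Tests, marker lists, gene sets and most alternatives were fixed before the data were examined. Other dispersion options of edgeR were tried afterwards on the same counts and left the numbers of called genes at 0 and 3. Every gene that the paper names for these data could be named at its claim. Beyond these, the rule allowed the 3 genes with the smallest p in each direction among those called with the same direction in both batches, and the 2 largest changes of a gene set in the set's direction. Genes named outside the rule were chosen after their values were seen; they are *CT010467.1*, *Gm43951*, *Akap12*, *Actc1*, *Mir6236*, *Gm15564*, *Npas4*, *Opalin*, *Scd2*, *Fth1*, *Rtn3*, *Fbxl16*, *Ptchd4* and *Zfp955a*.

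Gene sets were tested with limma's camera on log2 CPM (prior count 2), and again with fry and with an estimated correlation. Marker scores were means of log2 CPM with batch means removed. They covered neurons, astrocytes, microglia, OPC, oligodendrocytes and endothelial cells, and, for dissection and activity, striatum, central amygdala, pallial excitatory neurons, choroid plexus and ependyma, thalamus and immediate early genes. The core myelin genes are the oligodendrocyte list. *Slc17a7* is in the neuron and pallial lists, *Prkcd* in the central amygdala and thalamus lists, *Nts* in the central amygdala list, and *Klf2* and *Btg2* in the immediate early gene list. *Nts*, *Klf2* and *Btg2* are also genes of Table 1, which the study picked from these mice. Groups of 9 mice called for exact tests, so every regrouping within the batches was enumerated in place of the 100000 resamples first planned; the group tests on principal components used 100000 resamples. Adjustment ran over 18 comparisons for the cell types and over 18 for the other lists.

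The tests of genes were tested on simulated counts, drawn gene by gene from fitted means and spread. Drinking groups differed from Water only in 200 changed genes. At this number of mice edgeR recovered 86% and 85.5% of them, with 10 false calls per comparison. The changes set were larger than most found here. Genes called by ComBat-seq and DESeq2 had a median absolute log2 fold change of 0.169 in Acute and 0.159 in Chronic mice. Recovery of changes of that size was not tested. Total counts per mouse set the counting error, and the spread between mice limits the precision of genes with high counts.

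The alternatives were DESeq2 with batch as a covariate, limma-voom with sample quality weights, ComBat-seq followed by DESeq2 or edgeR, each batch alone, RLE and upper quartile normalization, no filter and a filter at a mean of 100 counts, a replicate block, 2 surrogate variables from svaseq, offsets that remove each mouse's trend on gene GC content and length, the block with these offsets, fits of only the groups compared, and fits that each left out 1 mouse. After the values had been seen, 4 versions were added: ComBat-seq and DESeq2 without independent filtering, with the gene filter before ComBat-seq, and without the group in ComBat-seq, and DESeq2 with batch as a covariate without independent filtering. In ComBat-seq and DESeq2 the order of the methods was kept, with ComBat-seq on all shared genes and the filter after it, although a version with the filter before ComBat-seq had first been run, and the other versions were tried, once the values could be seen. BRETIGEA, CIBERSORTx, gene ontology, STRING, MetaCore, GWAS and DisGeNET searches, qPCR and behavior were not analysed here.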

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

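The tests of *Klf2* against cell type and activity scores, of ribosomal RNA carried over, of *Akap12*, and of GC content and length for single mice were chosen only after the results were seen.

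*Klf2* was higher in Chronic than in Water mice by a log2 fold change of 0.54, and the paper reports it for Acute mice and not for Chronic mice. More blood vessel or microglial RNA in the punches was tested with marker scores, which argue against it. The endothelial score did not rise in Chronic mice, *Klf2* did not follow it from mouse to mouse within groups (28 mice, r = -0.186, permutation p = 0.509; rho = -0.132, p = 0.586; r = -0.177 without the 2 farthest mice; -0.561 in the first batch and 0.139 in the second; adjusted p = 0.679 over 4 relations), and with that score as a covariate the difference was 0.529, against 0.531 without it. With the microglia score it was 0.532. The score of the other immediate early genes as a covariate likewise left 0.532, and *Klf2* did not follow it (r = 0.134, permutation p = 0.46; rho = 0.159, p = 0.419; r = 0.269 without the 2 farthest mice; -0.0099 and 0.235 in the batches). Each of these differences had an exact p of 3.09e-05, the smallest possible. The difference was also called after the GC content and length trends were removed (0.47, adjusted p = 0.00265). What stays open is a response to drinking, which the design gives as the biological explanation and which was not tested apart from the groups themselves. No adjusted p was given to *Klf2* by independent filtering in the Chronic comparison of the ComBat-seq and DESeq2 route, and switching it off gave 5.34e-10.

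Ribosomal RNA-like genes took 0.142% ± 0.0371 of the counts (SD, n = 4) in Acute mice of the first batch, against 0.0731% ± 0.00959 in Water (n = 4) and 0.0781% ± 0.0205 in Chronic mice (n = 3), a log2 difference of 0.924 from Water (exact p = 0.0286, 70 regroupings). It is a signal in genes that the paper does not discuss. In the second batch they took less than 0.001% in every group. The most abundant of them, *CT010467.1*, had a mean of 31113 counts in Acute and 15354 in Water mice of the first batch. Ribosomal RNA left in the libraries is a candidate explanation. *Lars2*, which is in Table 1, shares 28 windows of 25 bases with the ribosomal RNA-like transcript *Gm15564* and at most 13 with *CT010467.1*. In the first batch *Gm15564* went the other way, with a mean of 4.5 counts in Acute and 8.75 in Water mice. Within the groups of the first batch, *Lars2* correlated with *CT010467.1* at r = 0.571 (11 mice, permutation p = 0.182; rho = 0.527, p = 0.191; r = 0.256 without the 2 farthest mice; adjusted p = 0.728 over 8 relations) and with *Mir6236*, also higher in these Acute mice, at r = 0.807 (permutation p = 0.0735; rho = 0.682, p = 0.0901; r = 0.538 without the 2 farthest mice; adjusted p = 0.588). The Acute log2 fold change of *Lars2* was 0.48 in the first batch and 0.17 in the second, which held few ribosomal RNA-like counts. Its mean in Water mice was 2064 counts in the first batch and 330 in the second. Since it was not established that *CT010467.1* shares sequence with *Lars2*, this correlation does not decide on carry-over of sequence. That explanation and a change of *Lars2* itself stay open.

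The Chronic change of *Akap12* (chromosome 10 from 4266380 to 4359470) differed between the batches by -0.545 on the log2 scale (interaction of batch and drinking, edgeR adjusted p = 0.0465). In the first batch it had 433 ± 30.9 counts in Water (n = 4) and 541 ± 36.1 in Chronic mice (n = 3), a change of 0.32, and in the second 546 ± 41.7 (n = 6) and 469 ± 21.4 (n = 6), a change of -0.22. It was the only gene past the threshold in this test, and 19 of 100 splits of the mice within their batches gave as many, so chance may explain it. Vessel or meningeal cells were tested with the endothelial score, which it followed at r = 0.206 within groups (28 mice, permutation p = 0.358; rho = 0.24, p = 0.276; r = 0.222 without the 2 farthest mice; 0.547 in the first and -0.114 in the second batch; adjusted p = 0.679 over 4 relations). The score does not decide, since the relation differs between the batches. A biological difference between the batches, such as their intake, was not tested.

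Over 51 measures, 9 groups of 9 or 10 mice held a mouse far from the others, where chance gives 7.65 such groups. Values are log2 with batch means removed, with the nearest mouse in brackets. They are the total count of Chronic mouse 6, -0.0151 (0.0149), the pallial neuron score of Chronic mouse 38, -0.531 (-0.0573), the immediate early gene score of Acute mouse 33, -0.420 (-0.0247), the mitochondrial ribosomal protein score of Acute mouse 5, -0.115 (-0.0167), the oxidative phosphorylation score of Chronic mouse 1, 0.166 (0.0406), *Lrrc24* in Acute mouse 5, -0.176 (0.0436), *Kat6a* in Acute mouse 3, 0.0522 (-0.0174), *Hdac2* in Chronic mouse 5, -0.171 (-0.0955), and *Camk4* in Chronic mouse 1, -0.389 (-0.139). With each library's trend on GC content and length removed, 5 of the 8 other than the total still stood apart (the pallial, immediate early, mitochondrial ribosomal, *Lrrc24* and *Camk4* values), which argues against that trend as their whole cause, and 3 no longer did. Mixed tissue in single punches may contribute to the pallial value. No biological explanation was tested for single mice, since the design gives none.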

How the results depend on the processing

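The versions of ComBat-seq and DESeq2 without independent filtering, with the filter first or without the group, and DESeq2 with batch as a covariate without independent filtering, were chosen only after the values were seen.

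Genes called. Between Acute and Water mice, 0 genes were called (1549 at an unadjusted p under 0.05), and 9 with DESeq2 and batch as a covariate, 2 with limma-voom (*Mir6236* and *CT010467.1*), 30 with ComBat-seq and DESeq2, 1 without a filter on mean count (*CT010467.1*) and 3 with 2 surrogate variables. Of the added versions, 18 came without independent filtering, 30 with the filter before ComBat-seq, 24 without the group, and 1 from DESeq2 with batch as a covariate and no independent filtering. Between Chronic and Water mice, 3 genes became 38 with DESeq2 and batch as a covariate, 88 with ComBat-seq and DESeq2, 5 with ComBat-seq and edgeR, 0 in the first batch alone (572 at an unadjusted p under 0.05, from fewer mice), 27 with 2 surrogate variables, 1 with GC content and length offsets and 1 with the replicate block and these offsets, *Klf2* in both. The added versions gave 37, 97, 65 and 18. Between Chronic and Acute mice, 0 genes (723 at an unadjusted p under 0.05) became 1 without the filter, *Actc1*. Part of the counts rests on independent filtering: without it, ComBat-seq and DESeq2 went from 30 to 18 Acute and from 88 to 37 Chronic genes, and DESeq2 with batch as a covariate from 9 to 1 and from 38 to 18. Whether ComBat-seq adds calls for any grouping of the mice was tested and stays open. For the other moves the cause was not tested. With the other alternatives (upper quartile, RLE, a mean of at least 100 counts, the second batch alone, fits of only 2 groups and the replicate block alone), the counts stayed within 1.5 times. The second batch called 4 Chronic genes, *Klf2*, *Kdm3a*, *Itpk1* and *Ptchd4*. Of the genes called by DESeq2 with batch as a covariate, 9 of 9 and 37 of 38 were also called after ComBat-seq.

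Genes at an unadjusted p under 0.05 moved by more than 1.5 times for Acute mice in the second batch alone (814) and without a filter (2525), for Chronic mice in the first batch alone (572), without a filter (2571, more genes tested), with GC content and length offsets (983) and with the replicate block and these offsets (966), and between the drinking groups without a filter (1600).

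Same-numbered mice of different groups share only a number: their expression correlated no more than that of other pairs (median r -0.00795 over 16 pairs against 0.0232 over 80). With the replicate block, 0 and 3 genes were called, *Klf2* at 0.54 (adjusted p = 0.000331), *Kdm3a* at -0.23 and *Haghl* at 0.21.

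Called genes. *Klf2* was called in each alternative that gave it an adjusted p except the first batch alone, with 0.51 to 0.56 when 1 mouse was left out. *Kdm3a* was not called in the first batch alone or with the offsets (adjusted p = 0.0817). *Haghl* was not called with limma-voom (adjusted p = 0.0554), in either batch alone, with the offsets (0.097) or with 2 groups, nor without Chronic mice 38, 39, 1, 3 or 4 or Water mice 41, 43 or 6 (adjusted p from 0.00642 to 0.0708 over the 28 fits).

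Named genes changed sign in a few alternatives. *Bc1* in Acute mice, 0.018, was -0.0946 in the second batch, -0.036 with the replicate block, -0.0333 with the block and offsets and -0.00684 with 2 groups, and ran from -0.051 to 0.102 when 1 mouse was left out, negative without Acute mice 34, 35, 36 or 3 or Water mice 42, 43, 4 or 6. *Hdac2* in Acute mice, -0.0004, was 0.00356 in the second batch, 3.08e-05 with upper quartile, 0.00605 without a filter, 0.00498 with the replicate block, 0.0087 with offsets and 0.0132 with both, and ran from -0.0116 to 0.0145 (positive without Acute mice 33, 34 or 1 or Water mice 41, 43, 1 or 6). *Nfkb1* in Acute mice was 0.00202 with offsets and 0.00498 with the block and offsets, and ran from -0.0379 to 0.00672 (positive without Acute mice 34, 35 or 5 or Water mice 2 or 5). *Btg2* in Chronic mice was -0.0302 in the first batch, *CT010467.1* in Acute mice -0.235 in the second and *4933427D14Rik* -0.152 in the first. All of these lie within their standard errors of 0 or rest on fewer mice, and the cause was not tested. In all, 657 of 800 values of named genes kept their direction and side of the threshold, 15 reversed, 10 lost and 118 gained a call, and 15 more had no adjusted p and were not compared. Of 1204 values with 1 mouse left out, 1173 kept both, 20 reversed, 8 lost and 3 gained a call.

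Counts of the study's lists moved in 78 of 456 values and, with 1 mouse left out, in 39 of 672. Table 1 genes called in Chronic mice ran from 1 to 4 (4 without Chronic mouse 37 or Water mouse 3), qPCR and hub genes from 1 to 3, and Supplementary Table 3 genes from 0 to 1 (without Water mouse 3). The single Table 2 factor called over its list was lost in 19 fits, and 1 Acute factor was gained without Acute mouse 33.

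Calls with 1 mouse left out ran from 0 to 2 for Acute mice (1 without Acute mouse 34, *CT010467.1*, and 2 without Chronic mouse 38, with *Mir6236*), and from 2 to 6 for Chronic mice (5 without Chronic mouse 37, adding *Sp4* and *Pcdhgb7*, and 6 without Water mouse 3, adding *Diras1*, *Zfp955a* and *Pcsk1n*).

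Gene sets. With a correlation estimated per set, 0 of 10 calls held: ribosomal 0.0803 in Acute and 0.0816 in Chronic mice (adjusted p = 0.498 for each), chromatin modifiers -0.0513 (0.153) and -0.044 (0.21), and myelin in Acute mice 0.0931 (0.906). With fry, 2 calls held, and ribosomal 0.0803 and 0.0816 (0.295 for each) and myelin 0.0931 (0.765) did not. Both leave the means as they are and change the error given to correlated genes. In the first batch alone, the Chronic ribosomal mean was 0.0384 (adjusted p = 0.0783), the mitochondrial ribosomal mean -0.010 (0.423) and the myelin mean 0.328 (2.79e-07). In the second batch alone, the myelin mean was -0.0618 (0.062) in Acute and -0.102 (0.00991) in Chronic mice, and the mitochondrially encoded genes were -0.0262 in Acute mice and 0.00905 between the drinking groups. With 2 surrogate variables, the Acute myelin mean was -0.0246 (0.369). With offsets, the mitochondrially encoded genes in Chronic mice were 0.00126, and 0.00118 with the block as well. The cause was not tested. With 1 mouse left out, the Acute myelin mean ran from 0.0234 to 0.126 (not called without Acute mice 33, 35, 3 or 4, Water mice 42, 43 or 5, or Chronic mice 39, 2 or 6), the Chronic one from 0.00643 to 0.093 (called without Chronic mouse 1 or Water mouse 6), the mitochondrially encoded genes in Chronic mice from -0.0317 to 0.00973 (positive without Chronic mouse 2 or Water mouse 1), and between the drinking groups from -0.0578 to -0.0144 (not called in 10 fits, -0.0144 without Chronic mouse 2).

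Principal components. Before adjustment, 68.5% became 87.71% with the top 500 genes, 58.24% with log2 CPM and 73.42% with a mean of at least 100 counts. After it, 33.3% became 44.37%, 25.28% and 36.87%, and 27.19% with batch means removed in place of ComBat-seq. The cause was not tested.

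Agreement between batches. The number of correlations with an exact p under 0.05, 1, became 0 with 500 genes, with all genes and with edgeR's fold changes. Acute genes selected in the second batch gave r = 0.2093 (exact p = 0.114), 0.05637 (0.214) and 0.1777 (0.343) in these. Chronic genes selected in the first gave -0.02458 with all genes and -0.04532 with edgeR's fold changes, and those selected in the second gave 0.6307 with 50 genes (0.0571) and 0.3459 with a mean of at least 100 counts (0.229). With 1 mouse left out, r ran from 0.00425 to 0.413 for Acute genes selected in the first batch (exact p = 0.00866 without Acute mouse 35), from -0.252 (without Water mouse 4) to 0.629 for those selected in the second, where the exact p passed 0.05 in 15 of 19 fits, from -0.478 (without Chronic mouse 39) to 0.216 for Chronic genes selected in the first, negative in 8 fits, and from -0.523 to 0.527 (without Water mouse 2) for those selected in the second, positive in 6. The genes were selected again wherever the mouse left out belonged to the selecting batch. Few regroupings limit these tests, 35 for the last list over all mice, and 15 or 20 without a Chronic or Water mouse of the first batch, where an exact p under 0.05 could not be reached. The cause was not tested.

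Similarity of Acute and Chronic. The r of 0.533 became 0.0566 with separate Water mice, which removes the shared controls by construction and also leaves fewer mice per group. Other alternatives gave 0.384 to 0.611.

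Depth was not varied. Counting error weighs most on genes near the filter, and those below it, such as *Foxp3*, were not tested.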

Differences from the paper's values

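The version of ComBat-seq and DESeq2 with the filter before ComBat-seq was the only test in this part chosen after the values were seen.

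The paper gives 46 M to 52 M raw reads per sample; the counts on genes here totalled at least 20.0 M per mouse and at most 22569562. These are different steps of the processing, reads before and counts after quantification. Whether the raw reads count both mates of a pair was not settled; if they do, they are 23 M to 26 M pairs, nearer to the counts. None of the alternatives set before the data were examined changes the totals.

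After batch adjustment, the paper gives 51% of the variance for the first 2 components, and 33.3% was found here. Of the 5 alternatives set before the data were examined, the 500 most variable genes (44.4%) and a mean of at least 100 counts (36.9%) came within 1.5 times of it, and log2 CPM, ComBat-seq without the group and removal of batch means did not. So did 7 of 28 fits that left out 1 mouse.

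For Acute against Water, the paper calls 29 genes, 23 higher and 6 lower, and here 0 were called in each direction (1549 at an unadjusted p under 0.05). Of the 15 alternatives set before the data were examined, ComBat-seq and DESeq2, the route of the paper's methods, closed all of these gaps, with 30 genes, 24 higher and 6 lower. DESeq2 with batch as a covariate closed the gap for lower genes only (4 of its 9 genes), and the other 13 closed none. For Chronic against Water, the paper calls 97 genes, 36 higher and 61 lower, and here 3 were called, 2 higher and 1 lower. ComBat-seq and DESeq2 again closed these gaps, with 88 genes, 32 higher and 56 lower, and the other 14 alternatives did not. With the gene filter moved before ComBat-seq, a version chosen after seeing the values, 97 Chronic genes were called, 37 higher and 60 lower. For genes called in both groups, the paper shows about 10 in Supplementary Fig. 3B, read by eye, against 0 here. ComBat-seq and DESeq2 gave 10, and none of the other alternatives set before the data were examined closed the gap.

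Of the genes of Table 1, ComBat-seq and DESeq2 called 28 of 30 for Acute and 30 of 30 for Chronic mice, DESeq2 with batch as a covariate 8 and 28, and 2 surrogate variables 1 and 15. ComBat-seq and edgeR called 4 for Chronic mice, and the filter-first version, chosen after seeing the values, 28 and 30. Hub genes, GWAS genes and DisGeNET genes of the Chronic group were all called by ComBat-seq and DESeq2, and *Chd1*, *Atp2b1*, *Camk4*, *Enho*, *Slc4a7* and *Ubxn2b* also by DESeq2 with batch as a covariate. *Nts* and *Btg2* in Acute mice were called by ComBat-seq and DESeq2, and *Btg2* also with 2 surrogate variables. Of Supplementary Table 3, ComBat-seq and DESeq2 called 4 Acute and 15 Chronic genes, and DESeq2 with batch as a covariate 5 Chronic genes.

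Over the top 100 Chronic genes selected in the second batch, the paper shows an r of about 0.30 in Supplementary Fig. 2, read by eye, against -0.352 here. The panels do not make plain which value belongs to which group. Of the 6 alternatives set before the data were examined, 2 gave a positive r, the top 50 genes (0.631) and a mean of at least 100 counts (0.346). The others gave a negative r. It was also positive in 6 of 19 fits that left out 1 mouse.

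For *4933427D14Rik* in Acute mice, the paper's Table 1 gives a log2 fold change of -0.487, against 0.23 here, and none of the 15 alternatives set before the data were examined closed the gap. The entry may be a mix-up of symbols: for *Gm43951*, which overlaps it on the same strand, the log2 fold change was -0.41 here and -0.49 on the ComBat-seq and DESeq2 route, with an unadjusted p of 4.89e-08 beside the 5.08e-08 of Table 1, while *4933427D14Rik* had an unadjusted p of 0.407 on that route. If so, the direction does not differ. For *Bc1* in Chronic mice, Supplementary Table 2 gives a fold change of 1.167, against 1.78 here. Limma-voom, the first batch alone, the replicate block with offsets and fits of only 2 groups closed the gap, as did 4 of 28 fits that left out 1 mouse, and the other 11 alternatives set before the data were examined did not.

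Statements of direction also differ or hold in part. For Chronic mice, Pearson's r between the batches was 0.019 and -0.352, and Spearman's rho 0.139 and 0.269. This r was 0.298 and 0.346 with a mean of at least 100 counts, and -0.0453 and -0.612 with edgeR's fold changes. The paper states positive correlations between the batches for each list. It states lower expression of its hub genes in both drinking groups; for *Hdac2* in Acute mice the value had this sign but could not be told from 0 (-0.0004, edgeR adjusted p = 0.998). It lists *Nfkb1* among its Acute DEGs, while its log2 fold change was -0.013, and it was not called in any alternative. It states higher expression in its myelin sheath pathway in both drinking groups, a GO term that was not tested here. The core myelin genes, which are oligodendrocyte markers, had a mean in this direction over all mice (0.093 in Acute and 0.059 in Chronic mice). Their mean also had it in the first batch (0.31 and 0.33), and the opposite one in the second batch (-0.062 and -0.10). Its text describes the hub genes as not significant in either drinking group, while Supplementary Fig. 5 draws them among its Chronic DEGs.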

Other observations

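The tests of *Klf2* and independent filtering, *Bc1* between batches, library totals, and tissue on the first component were chosen only after the results were seen; the other tests in this part were fixed earlier.

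Other splits of the mice into groups of the same sizes within their batches were fitted with edgeR, 100 in all with the real one. As many Chronic genes were called in 2 of 100 splits (3 genes, and at most 9 in another split), which argues against chance alone for this comparison taken by itself. Other splits called up to 324 genes for Acute mice and 603 between the drinking groups. Chance is thus not excluded for a call in any of the 3 comparisons. As many genes at an unadjusted p under 0.05 were found in 11 of 100 splits for Acute mice (1549; a median of 762 and up to 2555 in the others), in 8 of 100 for Chronic mice (1702; a median of 670 and up to 2528 in the others) and in 42 of 100 between the drinking groups, so these counts may be due to chance. The 9 gene set calls against Water were matched in 25 of 100 splits, with a median of 7 calls in the others, so that camera with a preset correlation often calls these sets for groups without a common treatment. Taken through ComBat-seq and DESeq2, 3 of 36 splits gave as many Acute genes (30; up to 189 in others) and 3 of 36 as many Chronic genes (88; up to 814), a share above 0.05, so chance stays open for both counts.

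ComBat-seq may give more calls than a batch covariate for any grouping. Of 105 comparisons in these splits, 70 had any call in DESeq2; 34 of them had more calls after ComBat-seq and 19 fewer, with 2198 calls in all against 1732. The explanation and its absence cannot be told apart from these numbers. On simulated data the route made 27 and 22 false calls, against 20 and 15 with the covariate.

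Fold changes rose with gene GC content in Chronic mice, with a rank correlation of 0.345 across genes; 1 of 100 splits, the real one, gave as large a value. The slope of log2 CPM on GC content was steeper in Chronic than in Water mice by 0.046 per 10 percentage points (exact p = 0.00498, adjusted p = 0.0299 over 6 comparisons; 0.037 in the first batch, p = 0.20, and 0.052 in the second, p = 0.0152). Acute mice differed by 0.022 (exact p = 0.118). Fold changes fell with gene length, with a rank correlation of -0.279 in Acute and -0.291 in Chronic mice, matched in 10 and 8 of 100 splits; the slopes differed from Water by -0.020 per doubling of length in Acute (exact p = 0.0214, adjusted p = 0.0642) and -0.019 in Chronic mice (exact p = 0.114). The ribosomal and chromatin modifier genes differ from all genes more in median length (1054 and 5450.0 bases against 3291.5) than in GC content (51% and 50.0% against 49.4%). With both trends removed together, 9 sets were called against Water, the same number as before, but the mean of the ribosomal genes went from 0.080 to 0.057 in Acute and from 0.082 to 0.052 in Chronic mice, and that of the chromatin modifier genes from -0.051 to -0.030 and from -0.044 to -0.029. Since other splits often call as many sets, the count does not tell how far the trends could underlie the set changes. Genes at an unadjusted p under 0.05 went from 1549 to 1142 in Acute and from 1702 to 983 in Chronic mice. Whether the trends are technical or follow drinking was not tested.

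The correlation of Acute and Chronic fold changes could come from the shared Water mice. With separate Water mice, the median r was 0.0566 over 100 draws. Of 100 splits, the real one included, 48 reached at least that. Each of the 99 others had a single draw, with a median of 0.0484. With shared controls, 28 of 99 other splits reached the observed r. The values are those that shared controls predict, and a common response to drinking was not detectable beside them.

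More central amygdala in the Acute punches could raise *Nts*. Other central amygdala markers were higher too, by 0.18 (exact p = 0.0668), but with their mean as a covariate *Nts* was still higher by 0.341 (exact p = 0.00649), which argues against dissection as its whole cause. A response of *Nts* to drinking and a subdivision of the central amygdala that these markers miss stay open.

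*Bc1* rose in Chronic mice of the second batch (1.15) and little in the first (0.11). The interaction of batch and drinking had an adjusted p of 0.774 (difference 1.04), so with 3 Chronic mice in the first batch a difference between the batches cannot be told apart from spread between mice. Technical and biological explanations stay open.

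More oligodendrocyte RNA in the punches may explain the myelin genes, which are the same list. The score did not differ (exact p = 0.4336 for Acute mice) and went opposite ways in the batches, and since the genes of the set are the markers themselves, dissection and a change in myelin genes cannot be told apart.

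In the second batch library totals differed between groups. Within its groups, the log2 total correlated with the chromatin modifier score at r = -0.426 (17 mice, permutation p = 0.225; rho = -0.672, p = 0.00384; r = -0.588 without the 2 farthest mice) and with the ribosomal score at r = 0.142 (p = 0.422; rho = 0.277, p = 0.239; r = 0.401 without the 2 farthest mice), with an adjusted p of 0.422 over 2 relations. Pearson's and Spearman's values differ, so an effect of depth on the chromatin score cannot be told apart from other differences between the mice.

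On the first component after batch adjustment, mice spread with the choroid plexus and ependymal score (28 mice, r = -0.888, permutation p = 1e-05, the smallest that the permutations can give; rho = -0.918; r = -0.865 without the 2 farthest mice; -0.855 in the first batch and -0.946 in the second; adjusted p = 8e-05 over 24 relations) and with the striatal score (r = 0.72, permutation p = 4e-05; rho = 0.755; r = 0.669 without the 2 farthest mice; 0.81 and 0.715 in the batches; adjusted p = 0.00024). *Ttr*, the most abundant gene of the former list, had a mean of 23889.9 counts. Neighbouring tissue in the punches is a candidate explanation for this spread, and 0 of the scores of these structures differed between drinking groups after adjustment (1 of 6 comparisons at an unadjusted p under 0.05).

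Genes listed in the second batch's table alone were tested within that batch, 376 of 16435 genes, of which 296 are protein-coding genes of chromosomes 17, 18 and 19. They held 0 called genes; 24 (6.38%, against 5.01% of the other genes) had an unadjusted p under 0.05 in Acute mice and 55 (14.6% against 13.5%) in Chronic mice. Among them are *Npas4* (Acute log2 fold change 0.16, adjusted p = 0.908), *Opalin* (-0.094) and the abundant *Scd2*, *Fth1*, *Rtn3* and *Fbxl16*, which changed by 0.007, 0.041, 0.024 and 0.004 in Acute mice.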
